# *Systemic* Wound Healing Associated with *local* sub-Cutaneous Mechanical Stimulation

**DOI:** 10.1038/srep39043

**Published:** 2016-12-23

**Authors:** Christine Nardini, Valentina Devescovi, Yuanhua Liu, Xiaoyuan Zhou, Youtao Lu, Jennifer E. Dent

## Abstract

Degeneration is a hallmark of autoimmune diseases, whose incidence grows worldwide. Current therapies attempt to control the immune response to limit degeneration, commonly promoting immunodepression. Differently, mechanical stimulation is known to trigger healing (regeneration) and it has recently been proposed locally for its therapeutic potential on severely injured areas. As the early stages of healing consist of altered intra- and inter-cellular fluxes of soluble molecules, we explored the potential of this early signal to spread, over time, beyond the stimulation district and become systemic, to impact on distributed or otherwise unreachable injured areas. We report in a model of arthritis in rats how stimulations delivered in the subcutaneous dorsal tissue result, over time, in the control and healing of the degeneration of the paws’ joints, concomitantly with the systemic activation of wound healing phenomena in blood and in correlation with a more eubiotic microbiome in the gut intestinal district.

Mechanosensing is a pervasive ability of living cells, however, the informed exploitation of this characteristic is still in its infancy. Mechanical stimulation is a potent trigger to epithelial-mesenchymal transition (EMT ref. 1), a ubiquitous phenomenon^2^ at the base of events as diverse as embryonic development (EMT type 1), wound healing (EMT type2) and tumor progression (EMT type 3). Pioneering work towards therapeutic usage of this property touches applications such as muscle regeneration^3^ and tumor growth^4^, however, a broader and systematic involvement of mechanical stimulation in the control of biological functions is far from routine practice.

Recently, we prospected^5^ to exploit the heterogeneity of the *omics* technologies to explore -spatially and temporally across the patient’s body- the effects of a therapeutic mechanical stimulation as the biochemical signal transduced from the point of stimulation to a distinct disease target organ, across the blood and the gut intestinal (GI) microbiome systemic districts, crucial players and carriers of a wide variety of biochemical signals for immune and metabolic processes. We here present the results of this investigation tested on a model of rheumatoid arthritis (Collagen Induced Arthritis, CIA^6^) induced in animals (Wistar rats).

The study includes untreated healthy animals (NOCIA) and CIA animals cured with: methotrexate (MTX, gold standard^7^), mechanical stimulation (MS, subcutaneous dorsal stimulation), placebo for MTX (PLA, sterile saline solution (0.9% NaCl)) and control inhalational anesthetic (ANE, isoflurane, versus ether used in PLA, MS and MTX during animals’ blood sampling).

## Results

### Phenotypic and PBMC molecular surrogates

Paws’ qualitative and quantitative thickness collected for standard evaluation of CIA’s onset and progression (CIA scores, Fig. 1a, Supplementary Data S1) shows that active (MS, MTX) and control (ANE, PLA) therapies form statistically significantly distinct groups (Supplementary Table S1). Peripheral blood mononuclear cells (PBMCs) molecular surrogates of these phenotypes were identified therapy-wise, with functional analysis of high-throughput screens. Results highlight increasing (PLA, ANE) and regressing (MTX, MS) inflammatory response (Fig. 1b, Fig. S2 and Supplementary Data S2), confirmed by qRT-PCR (Fig. 1c) and independent experiments (Supplementary Data S1). The statistical analysis also suggests a time-to-therapy effect whose functional PBMC characterization was explored for the two active treatments (MS versus MTX at day 34, Fig. 1d, Supplementary Table S1 and Supplementary Data S2) highlighting 3 major functional areas: MTX’s distinctive *nucleic acid metabolism* and *regulation of transcription*, in line with known effects of the drug^8^; *lymphocyte activation and differentiation* in both treatments, also in line with MTX immunomodulatory effects^9^; and *wound healing* related processes, peculiar to MS. Wound healing (EMT, type2 ref. 10) is a phenomenon considered to be local to the close surrounding of an injured area^11^, involving bidirectional signaling (including at later stages lymphocytes activation) from tissue cells to proximal hematocytes, and developing over time into inflammation, regeneration and remodeling^1^.

### Molecular flow

To gain insight into the observed systemic (PBMC, versus local) *wound healing* process, we deepened (Fig. 1d) the functional analysis along: the spatial dimension, adding the sampling of the dorsal subcutaneous tissue (Supplementary Data S3); the molecular diversity, with post-transcriptional data (miRNAs, Supplementary Data S4–5); the functional complexity, by testing our results against four EMT molecular description variants (Supplementary Data S6); the methodological bias, using 3 types of functional enrichment analysis (GO analysis by DAVID^12^, hypergeometric distribution^13^, GSEA^14^, Supplementary Data S6); the reproducibility of the phenomenon, with a second independent experiment (batch2). 

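The post-transcriptional data of the tissue are counts of miRNAs, the short RNAs that repress target messages, in 10 small RNA libraries from rats with collagen-induced arthritis (CIA). The libraries form 5 groups of 2, namely before therapy (CIA_B), 1 h after mechanical stimulation or placebo (MS_E, PLA_E) and at 34 days of these arms (MS_A, PLA_A). In the paper both therapies were repeated, the stimulation every other day and the placebo as a weekly peritoneal injection of saline. MS_A and PLA_A thus do not show the effect of a single session. The paper describes the tissue as subcutaneous tissue that includes subcutaneous muscle, the labels of the libraries name muscle, and the description of the series also mentions blood. The authors prepared the libraries with the TruSeq small RNA kit, sequenced them on an Illumina HiSeq instrument, aligned the reads to the rat genome rn4 and to the rat sequences of miRBase, counted them with miRDeep2 and deposited whole read counts without normalization. The files list 723 mature miRNAs, of which 34 appear once per precursor and were taken here once, with their largest count. Reads on miRNAs amounted to 1513799 and 6385154 in CIA_B replicates 1 and 2, 8926170 and 5144552 in MS_E, 5277306 and 3725355 in PLA_E, 6244356 and 7067292 in MS_A, and 3050255 and 5723107 in PLA_A. The smallest library, of CIA_B, is thus exceeded by the largest by a factor of 5.90. All values below are cpm, counts scaled to the library total and by the TMM factors of edgeR, which ranged from 0.675 to 1.41. On this scale 3 counts correspond to 2.60 cpm in the smallest library and to between 0.366 and 0.828 cpm in the other 9. The fold changes come from the quasi-likelihood fit of edgeR on all 10 libraries with a mean for each group. The 359 miRNAs with at least 1 cpm in at least 5 libraries were tested. A miRNA counted as differential by the thresholds of the study, an unadjusted p under 0.05 and a change of more than 2-fold. In 100 simulated data sets with these library sizes and dispersions but without any group difference, the same thresholds gave on average between 16.2 and 16.9 differential miRNAs per comparison. The 2 libraries of a group were not alike. In each group 1 library held 80416 to 122990 cpm of miR-1-3p and the other 10117 to 15567 cpm, and miR-206-3p divided the libraries in the same way, while miR-133a-3p lay between 67933 and 139390 cpm with no such division. When the simulated data held this division, the number of differential miRNAs was on average between 4.32 and 4.99 per comparison. With the division also a term in the fit, it was on average between 15.0 and 16.3.

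**Figure D1:**
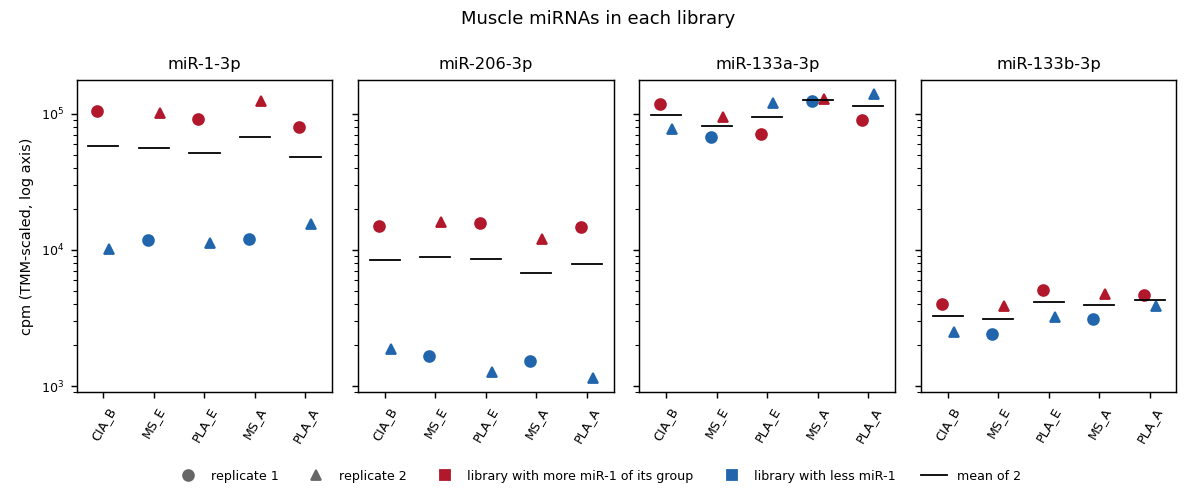
Levels in cpm (TMM-scaled, log axis) of miR-1-3p, miR-206-3p, miR-133a-3p and miR-133b-3p in each of the 10 libraries by group, with circles for replicate 1, triangles for replicate 2 and a line at the mean of the 2. The library of each group with more miR-1-3p is red, and miR-1-3p is at least 80416 cpm in the red and at most 15567 cpm in the blue libraries.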

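In the tissue 1 h after mechanical stimulation, 23 of the 359 miRNAs tested passed the thresholds of the study against CIA_B, 19 higher and 4 lower. None had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (smallest 0.373), and the 23 are also the number with an unadjusted p under 0.05. Of the alternatives, the library split set as a term, chosen after the data were seen, moved this count most, to 41. Without MS_E replicate 2, 5 had an adjusted p under 0.05 in edgeR. DESeq2 gave 8 miRNAs with an adjusted p under 0.05, miR-499-5p, miR-208b-3p, miR-200b-3p and miR-141-3p among them. Of the 23 in edgeR, 6 fell under 2-fold or changed sign without MS_E replicate 1, all of them among the 19 higher. The miR-499-5p level was 29.3 ± 7.81 cpm in MS_E and 233 ± 113 cpm in CIA_B (SD, n = 2 libraries each), a log2 fold change of -2.99 (standard error 0.86, adjusted p = 0.373 in edgeR), which stayed between -3.42 and -2.45 with each of the 4 libraries left out in turn. miR-208b-3p fell by 3.35 on the log2 scale (standard error 1.12, adjusted p = 0.446 in edgeR), from 473 ± 57.1 to 46.2 ± 19.0 cpm (SD, n = 2). Among the higher miRNAs, miR-20a-5p rose from 9.92 ± 1.78 to 37.9 ± 3.21 cpm (SD, n = 2), a difference larger than the spread between libraries of either group, with a log2 fold change of 1.91 (standard error 0.54, adjusted p = 0.373 in edgeR). For miR-675-3p, whose arm in the list of the study is uncertain, the level was 38.0 ± 7.88 cpm against 11.3 ± 0.0516 cpm (SD, n = 2). Of the miR-200 family, all members given here were higher in MS_E replicate 1 than in replicate 2, and miR-200b-3p and miR-141-3p rested on that library. miR-200b-3p was at 34.1 cpm in MS_E replicate 1 and 1.72 cpm in replicate 2, and had 0 and 1 counts in CIA_B, so that its mean was at least 11.8-fold higher in MS_E, and at least 1.13-fold higher without replicate 1. miR-200c-3p was at 14.7 and 3.90 cpm in the MS_E libraries, also with 0 and 1 counts in CIA_B, and at least 6.11-fold higher, or 2.57-fold without replicate 1. miR-200a-3p was at 27.9 and 7.03 cpm in MS_E against 3.46 and 0.735 cpm in CIA_B, a log2 fold change of 3.40 (standard error 1.30, adjusted p = 0.609 in edgeR) that was 2.07 without MS_E replicate 1 and 4.52 without CIA_B replicate 1. miR-429, with 85 and 13 counts in MS_E and 0 and 2 in CIA_B, did not pass the filter and was not tested. miR-141-3p, which the study does not list for this comparison, was at 220 cpm in MS_E replicate 1 and 3.44 cpm in replicate 2, with a log2 fold change of 5.47 that was 0.36 without replicate 1.

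**Figure D2:**
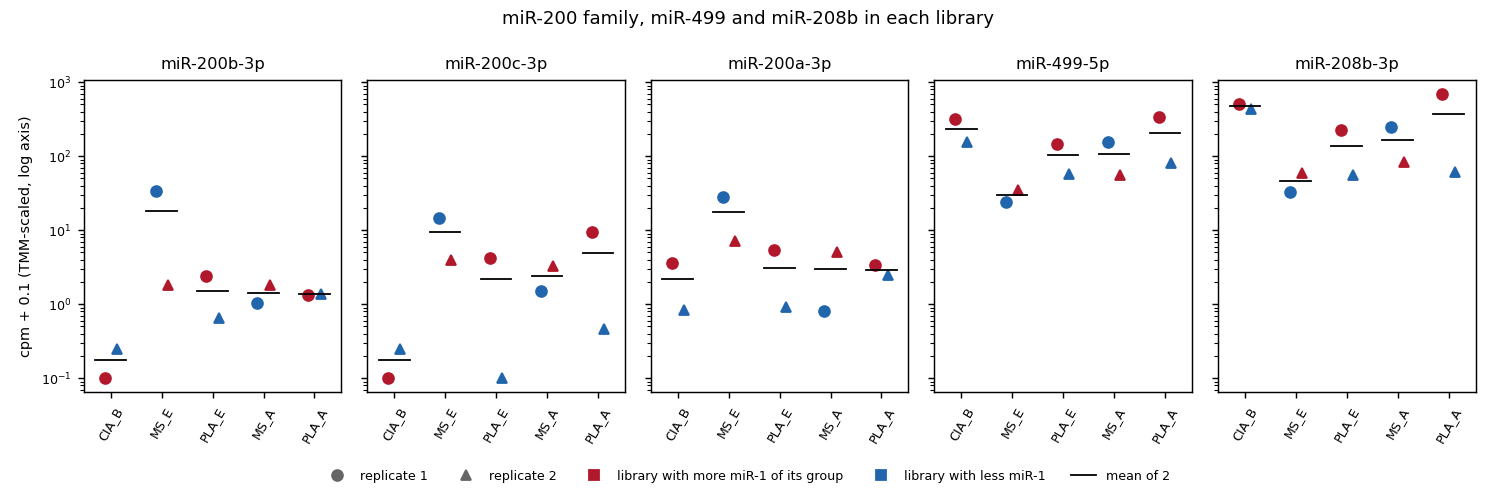
Levels in cpm plus 0.1 (TMM-scaled, log axis) of miR-200b-3p, miR-200c-3p, miR-200a-3p, miR-499-5p and miR-208b-3p in each of the 10 libraries by group, with circles for replicate 1, triangles for replicate 2 and a line at the mean of the 2. Red marks the library of each group with more miR-1-3p. miR-499-5p is lower in both MS_E libraries (23.8 and 34.8 cpm) than in both CIA_B libraries, whereas miR-200b-3p is at 34.1 cpm in MS_E replicate 1 and at most 2.28 cpm in the other 9 libraries.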

We also explored the temporal dimension with the identification of early genes (differential1h after therapy, Supplementary Data S2–5) and their enrichment for *early wound healing* processes, i.e. genes sets activated by non-transcriptional cues (purinergic signaling, reactive oxygen and nitrogen species gradients and Ca^2+^ waves), largely shared by injury (early non-transcriptional phase of wound healing: *Heal.E*^11^) and mechanical stimulation (immediate response to mechanical injury *Mec.E*.^15^).

Figure 1e (Supplementary Data S6) summarizes across these multiple tests - performed to guarantee the robustness of the results- the statistically significant functional activations (EMT phases, columns) that cover a spatiotemporal flow (from subcutaneous tissue to blood, from 1 h to 34 days, rows). 

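The rows of the tissue in this summary rest in part on the 1 h libraries, so the arms were also compared with each other. Since the placebo was a peritoneal injection, this does not compare stimulated tissue with injected tissue. Between MS_E and PLA_E, 14 miRNAs passed the thresholds of the study, 11 higher and 3 lower after mechanical stimulation, and 0 had an adjusted p under 0.05 in edgeR, with 14 at an unadjusted p under 0.05. Of these, 8 fell under 2-fold or changed sign when 1 of the 4 libraries was left out. The number was 7 without MS_E replicate 1, 8 without PLA_E replicate 1 and 35, of which 5 had an adjusted p under 0.05 in edgeR, without MS_E replicate 2. miR-499-5p, the miRNA that the study lists for this comparison, differed by a log2 fold change of -1.81 (standard error 0.82, adjusted p = 0.832 in edgeR), which was -0.97 without PLA_E replicate 1 and -2.34 without PLA_E replicate 2. miR-499-5p passed the thresholds in several alternatives, among them DESeq2, library size only and the fit on only the 4 libraries compared. It did not with limma-voom on all 10 libraries, a mean of at least 100 counts or the replicate number as a block. The change from 1 h to 34 days was compared between the arms with an interaction term, and 0 of the 359 miRNAs had an adjusted p under 0.05 in edgeR, with 12 at an unadjusted p under 0.05. Fold changes against the same CIA_B libraries correlate without any effect, since they share those libraries. Across miRNAs, which are not independent replicates, r was 0.563 between MS_E and PLA_E, where simulated data without any change gave 0.541 on average, and 0.750 between MS_A and PLA_E, where they gave 0.535 and at most 0.693.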

Each of the study arms present a distinctive pattern related to a response to injury, embodied in MTX and PLA by the injection (drug for the former, placebo for the latter) and in MS by the insertion and rotation of a thin needle. Previous reports^16^ indicate that rotation is required for a needle mechanical stimulation to be transduced into the Rho/Rac signaling cascade, crucial player in EMT for the cytoskeleton and extracellular matrix reorganization^10^. Coherently we observe in MTX and PLA that the injection activates only the initial response to injury (inflammation), due to the lack of rotation of the syringe needle. 

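The paper gives the placebo as a peritoneal injection and the tissue as that excised around the stimulated points. By this description the values of PLA_E do not measure a response at an injected site. In the tissue 1 h after the placebo injection, 2 of the miRNAs tested passed the thresholds of the study against CIA_B, and 0 had an adjusted p under 0.05 in edgeR, with 2 at an unadjusted p under 0.05. The number was 7 without CIA_B replicate 2, 9 without PLA_E replicate 2, and 1 without CIA_B replicate 1 or PLA_E replicate 1. The 2 were miR-672-5p, with a log2 fold change of 1.71 (standard error 0.63), and miR-539-3p, with -2.11 (standard error 0.88) that became -0.87 without CIA_B replicate 1. Neither is listed by the study for PLA_E. miR-672-5p was chosen after its values were seen, and miR-539-3p belongs to the Dlk1-Dio3 cluster of miRNAs. The miRNAs that the study lists for PLA_E went the same way without passing its thresholds here. miR-34a-5p was at 45.0 ± 24.6 cpm in PLA_E and 13.5 ± 5.64 cpm in CIA_B (SD, n = 2), a log2 fold change of 1.70 (standard error 0.78, adjusted p = 0.994 in edgeR) that was 1.00 without PLA_E replicate 2. miR-208b-3p was at 222 and 55.7 cpm in the PLA_E libraries against 513 and 433 cpm in CIA_B, a log2 fold change of -1.77 (standard error 1.05, adjusted p = 0.994 in edgeR) that was -3.08 without PLA_E replicate 1 and -1.06 without replicate 2. With the fit restricted to the 4 libraries of these groups the number of differential miRNAs was 6, with miR-34a-5p and miR-208b-3p among them and neither miR-672-5p nor miR-539-3p. With the library split as a term, chosen after the data were seen, it was 9, and 0 had an adjusted p under 0.05 in edgeR. miR-34a-5p passed in that fit (log2 fold change 1.71, unadjusted p = 0.00344 in edgeR's quasi-likelihood test), and miR-208b-3p did not.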

In MTX, the absence of this mechanical cue, adds to the known interference of the drug with damage-associated molecular patterns (DAMPs ref. 17) crucial to the transmission of the early healing signal^11^, with both factors contributing to the inhibition of the EMT progression in the late sample (34 days). In PLA the evolution of the disease (CIA) maintains inflammatory processes active, with no other intervention to evolve towards later stages proper of healing. Coherently to this picture, ANE, aerially delivered, and hence lacking of any triggering injury, shows no sign of response to wound. In conclusion, MS alone evolves across all EMT type2 phases, including, importantly, control on the inflammatory activity (molecular details in Supplementary Data S2–5).

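At 34 days, 4 miRNAs of the tissue passed the thresholds of the study in MS_A against CIA_B and 26 in PLA_A against CIA_B, 18 of them higher. With only the 184 miRNAs of a mean of at least 100 counts, 13 passed in PLA_A, 4 of them higher. None had an adjusted p under 0.05 in edgeR in either comparison, with 4 and 27 at an unadjusted p under 0.05. The fit on only the 4 libraries compared gave 12 for MS_A and 27 for PLA_A. Without CIA_B replicate 1 the number in PLA_A was 9, and without PLA_A replicate 1 it was 13. In MS_A it was 7 without CIA_B replicate 2 and 2 without MS_A replicate 1. Without PLA_A replicate 2, 1 miRNA had an adjusted p under 0.05 in edgeR in PLA_A against CIA_B. In MS_A the 4 were miR-184, miR-381-3p, miR-223-3p and miR-7a-1-3p, of which the last is outside the list of the study and was chosen after its values were seen. miR-184 was at 2.41 ± 0.386 cpm against 11.8 ± 0.456 cpm in CIA_B (SD, n = 2), a log2 fold change of -2.27 (standard error 0.87). It was also lower than in CIA_B after placebo, at 3.47 ± 0.167 cpm in PLA_E and 3.43 ± 1.49 cpm in PLA_A (SD, n = 2). In MS_E, however, miR-184 was at 39.8 cpm in replicate 1 and 5.31 cpm in replicate 2, above and below CIA_B. miR-381-3p was at 11.0 ± 1.23 cpm against 38.1 ± 4.83 cpm (SD, n = 2), and in PLA_A at 13.1 ± 3.01 cpm (SD, n = 2), so that it was lower in both arms by more than the spread between libraries. miR-223-3p rose to 54.5 ± 4.14 cpm in MS_A from 19.2 ± 12.5 cpm (SD, n = 2), with a log2 fold change of 1.46 (standard error 0.57) that was 0.86 without CIA_B replicate 1. In PLA_A miR-223-3p was at 44.6 ± 1.84 cpm (SD, n = 2), so that it was higher in both arms. At 1 h it was at 67.4 ± 3.83 cpm in MS_E and 38.6 ± 19.0 cpm in PLA_E (SD, n = 2), so the rise was not confined to 34 days. In PLA_A, miR-21-5p rose to 5986 ± 954 cpm from 2264 ± 1136 cpm (SD, n = 2), a log2 fold change of 1.40 (standard error 0.54, adjusted p = 0.543 in edgeR) that was 0.88 without CIA_B replicate 1, and miR-29b-3p to 70.4 ± 6.92 cpm from 21.5 ± 2.69 cpm (SD, n = 2). Of the 5 leukocyte miRNAs tested, 4 were higher in PLA_A replicate 1 than in replicate 2. miR-142-3p was at 636 cpm there against 30.8 cpm in replicate 2, and its log2 fold change of 6.13 against CIA_B (standard error 1.56) was 2.69 without that library. miR-142-5p was at 5855 and 551 cpm, with 4.36 (standard error 0.98) that became 1.801, and miR-150-5p at 6222 and 527 cpm, with 2.88 (standard error 1.20) that became 0.25, while miR-146a-5p was at 1830 and 1021 cpm. PLA_A replicate 1 is the library of its group with more miR-1, so leaving it out keeps only a library with less. With the library split as a term, chosen after the data were seen, miR-142-3p, miR-142-5p and miR-150-5p were at 4.90, 4.05 and 2.13. DESeq2 gave miR-142-3p and miR-142-5p an adjusted p under 0.05 here and between MS_A and PLA_A. Between MS_A and PLA_A, 7 miRNAs passed the thresholds, 1 higher and 6 lower in MS_A, with 0 at an adjusted p under 0.05 in edgeR and 7 at an unadjusted p under 0.05. The number was 2 without PLA_A replicate 1 and 14, of which 1 had an adjusted p under 0.05 in edgeR, without PLA_A replicate 2. miR-142-5p, which the study lists there, had a log2 fold change of -3.71 (standard error 0.95, adjusted p = 0.999 in edgeR) that became -1.18 without PLA_A replicate 1. The paper refers to these lists, with those of the other layers, for the molecular details behind its conclusion that MS alone passes through all phases of the repair process. Its summary of the phases, however, names tissue at 1 h and PBMC at 1 h and 34 days, and not tissue at 34 days.

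**Figure D3:**
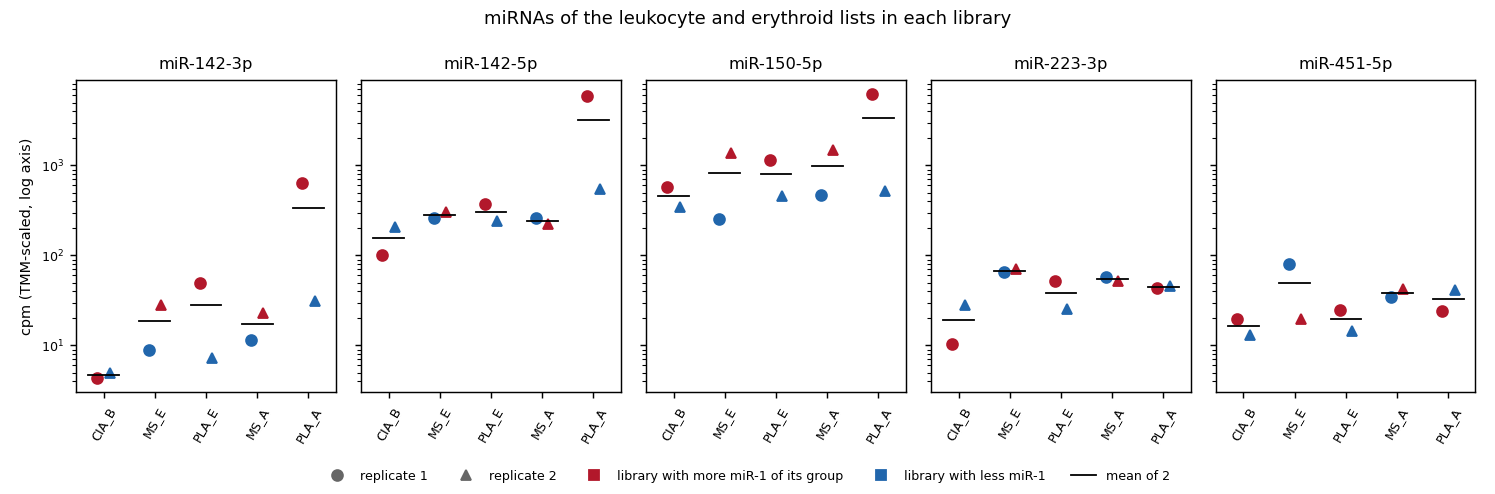
Levels in cpm (TMM-scaled, log axis) of miR-142-3p, miR-142-5p, miR-150-5p, miR-223-3p and miR-451-5p in each of the 10 libraries by group, with circles for replicate 1, triangles for replicate 2 and a line at the mean of the 2. Red marks the library of each group with more miR-1-3p. In PLA_A replicate 1 miR-142-3p is at 636 cpm, against at most 49.7 cpm in the other 9 libraries, while miR-451-5p is at 24.2 cpm there and 41.6 cpm in replicate 2.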

### Gut-intestinal microbiome

To explore further the cues contributing to the overall therapeutic outcome we analyzed the variations of the GI microbiome as a crucial player of the immune response^18^ (differential analysis, Fig. 2a, Supplementary Data S7). The α diversity measured by Shannon index reveals an increase of microbial diversity in CIA samples treated with MS while MTX, PLA and ANE lead to a reduction of microbe diversity (Fig. 2b). The low diversity of microbes within the GI district has already been related with obesity and inflammatory bowel disease^19^,^20^ and in general it is an index of the paucity of functions that can be activated by the GI microbiome^21^. To gain further insight into the therapeutic impact of such diversity, we adopted an unsupervised approach to define the variations in terms of more abundant eubiotic or dysbiotic genera, with the collection of the relative decrease of harmful bacteria and/or increase of unharmful ones (*eubiotic* frequencies) versus the opposite (*dysbiotic* frequencies). Frequencies organized therapy-wise in contingency tables were used to test (Fisher and *χ*^*2*^) whether the *variation* of the composition of the GI microbiome associated to a therapy is more likely to lead to a eubiotic microbiome than an alternative treatment (Fig. 2c and Supplementary Data S7). Unsurprisingly, healthy animals (NOCIA) do not present meaningful variations in any direction (eubiotic/dysbiotic) over the course of the experiment (34 days). PLA is associated to variations that are more eubiotic than MTX, ANE and NOCIA, a finding relevant to the current research on the impact of anaesthetic (isoflurane for ANE and ether for PLA) on oxidative stress and inflammation^22^ known cues able to shape the GI microbiome composition^23^. MTX shows no positive association to a eubiotic microbiome, suggesting that the action of MTX, capable to contrast more strongly the joints degeneracy by apoptosis, shows a flip side at the GI microbiome level, additional, or synergistic, with its immunosuppressive effects, acknowledged as the MTX-induced enterocolitis^24^. In fact, although in our experiments both MTX and MS show a general reduction of inflammation in the bloodstream, MTX is known to induce oxidative stress in the small intestine^25^, known cause of dysbiosis^26^. Conversely, variations computed in the MS arm show significant positive association to a more eubiotic microbiome in comparison with MTX, ANE and NOCIA. At the genus level (Fig. 2d, Supplementary Data S7), *Lactobacillus*, a known probiotic capable to alleviate platelets activation in inflammatory pathways^27^ is observed to be markedly decreased in MTX (and differential between MS and MTX), while *Roseburia* increased in MS only, is a producer of butyrate^28^ known to control inflammation and oxidative stress by inhibiting a number of pro-inflammatory pathways including NF-kB^29^.

### Target organ: joints synovium

To complete the ideal signaling flow from the stimulation point (dorsal subcutaneous tissue) to the systemic districts (PBMC, GI microbiome) and finally to the disease target organ (joints) we tested in a simplified setup the events occurring in the paws’ synovium, by co-culture of RA fibroblasts like cells (RASFLs) at CIA onset with: functional blood (harvested halfway of the MS treatment, MS+, day 18), non-functional blood (MS−, harvested in untreated, CIA induced animals), and fetal bovine serum (FBS) for control.

Functionality of the blood was tested on ADORA2A, ADORA3, ADA and S100A8/A9 given the known importance of purinergic signaling in (model) arthritis^30^. Figure 3a show that ADORA3, a systemic and target organ biomarker for (model) arthritis –with ADORA3 agonists under test for RA therapy^31^ – is distinctively reduced (>2 fold change) in functional blood (MS+) compared with non-functional blood (MS−). The transcriptomic effects (Fig. 3b and Supplementary Data S8) of the 3 serological settings (MS+, MS−, FBS) refer to c*ell cycle* activation with emphasis on the mitotic phase, indicating positive survival signals received by the cells towards an active division and duplication. This translates equally likely in RASFLs as a message of *proliferation,* proxy for *tissue invasion* (synovial hyperplasia, cell over-proliferation in an inflammatory milieu), or *tissue regeneration* (homeostasis and repair, cell proliferation in a physiologic microenvironment), corresponding to a transition towards a mesenchymal or epidermal phenotype, respectively^32^. To disambiguate the epithelial versus mesenchymal conformation, three distinctive key molecules, *Fos, Wnt5b* and *Gjb2*, were validated by qRT-PCR. The epithelial conformation (Fig. 3c) implies control (downregulation) of *Fos,* whose activation causes epithelial cells to gain the mesenchymal characteristics of high-proliferative rate, loss of polarity and invasiveness via the *Smad* signaling^33^; reduced expression of *Wnt5b,* whose activation triggers the mesenchymal Wnt pathway^34^; and upregulation of *Gjb2,* a cell membrane protein crucial for maintaining cellular adhesion, growth control and tissue homeostasis, typically expressed by epithelial-like cells^35^. Figure 3c shows that MS+ is characterized by a general repression of the mesenchymal phenotype in favor of the epithelial one. This is in line with the observed reduction of ADORA3 and inflammation in several chronic inflammatory diseases and cancer^36^ and the exploitation of ADORA3 agonists to control cell cycle in therapeutic contexts where over-proliferation is involved^37^.

The flow of information that we here describe permits to read the control on CIA symptoms as the different effects of the multifaceted phenomenon of epithelial mesenchymal transition type2, investing not only the district associated to the mild therapeutic injury (needle insertion and rotation), but spreading to the whole organism, via small signaling molecules, typical of early healing and mechanotransduction, conditioning the biochemical signaling in blood in continuous crosstalk with the GI microbiome, and hence globally defusing the inflammatory environment typical of the disease. This promotes a virtuous control on the immune response, body-wise, and as a consequence in the special district target of the disease: the joints synovium, leading to a traceable reduction of a specific systemic arthritis biomarker like ADORA3.

Overall, the effects of a mechanical stimulation observed in this systemic molecular perspective return a chain of plausible cause-effect molecular events referable to the known categories of mechanotransduction and wound healing, complementing previous knowledge on other manipulative therapies^38^.

This approach presents limited invasiveness, and in the exemplar case of RA it tackles the problem of degeneration from a perspective complementary to mainstream treatments. Disease modifying anti-rheumatic drugs (DMARDs) therapy of election in (model) RA, in fact, control degeneration indirectly by disrupted (immune) pathways’ blockade (targeted for biological DMARDs and untargeted for conventional DMARDs like MTX). MS complementarily, promotes a return to homeostasis by activating self-healing processes. The former approach is usually stronger in term of phenotypic changes than the latter, but also more partial (being effective somewhere downstream of the origin of the disease) and hence more prone to negative and uncontrollable side effects. Translation in humans and further characterization of the phenomenon may find broad applicability in evidence based medicine for the treatment of autoimmune and degenerative diseases.

## Methods

### Study design

The studies were approved by Animal Ethics Committee of Zhongshan Hospital, Fudan University (Shanghai, China), performed with methods in accordance with the relevant guidelines and regulations and all measures were taken to minimize animal number and suffering. For batch1: Fifty-five Specific Pathogen Free (SPF) female Wistar rats were purchased from the Animal House Centre of Fudan University (Shanghai, China). Rats were housed 5 per cage, maintained in an environmentally controlled room with 12 hour light/dark cycle and kept on a standard chow and water *ad libitum*. A second experiment (batch 2) was run for validation months apart with twenty-three SPF female Wistar rats purchased, raised and induced in the same conditions as follows.

Animals were either anaesthetized and immunized with 0.1 mL intradermal injection at the base of the tail, or 2 mg/ml Bovine type II collagen (Chondrex) dissolved in 0.05 M acetic acid and emulsified 1:1 Complete Freund’s Adjuvant (Sigma-Aldrich, DK). A booster injection of Bovine type II collagen prepared as previously described and emulsified 1:1 Incomplete Freund’s Adjuvant (Sigma-Aldrich, DK), was given on day 7 after initial immunization (Protocol for the Successful Induction of collagen induced arthritis (CIA) in Rats, Chondrex, Inc. 2009). Arthritis (CIA) score from 0–4 was attributed depending on the swelling according to standard practice^6^. A thickness gauge (Myouto, JP) was placed on the tarsal (dorsal/ventral) of the hind paw and thickness was determined a minimum of two times to ensure accuracy, with the same frequency of the quantitative visual inspection. Hundred percent of rats developed arthritis; onset of the disease was declared at day 18 after immunization for CIA score ≥2 and treatment initiated. Every other day, starting from day 8 (18 time points in total), rats were examined for visual signs of disease, defined as macroscopic evidence of increase in hind paw size, determined paw score. See Supplementary Data S1.

The MS group received mechanical stimulation induced with a ring-headed thumb-tack like stainless-steel needle (ϕ0.25 mm*2 mm, diameter*length, Hwato, Suzhou, P.R.C.) by punction and 20 s clockwise twirling at the beginning of each treatment session (20 m) (Supplementary Fig. S1). Punction was applied bilaterally on points located at each side of the lower back spine between the 2^nd^ and the 3^rd^ lumbar vertebra, and between the tibia and fibula at approximately 5 mm lateral and 5 mm lower to the anterior tubercle of the tibia^39^ (these points are also known in traditional Chinese medicine as “Shenshu” (BL 23) and “Zusanli” (ST 36), respectively, chosen based on medical doctors’ expertise, see Acknowledgments, with no *a priori* in our experimental design on the relevance of the localization). In batch1, the MTX group received a peritoneal injection of the methotrexate (0.3 mg/kg) once a week; the PLA group received a sterile saline (0.9% NaCl) peritoneal injection with the same frequency. Animals used as anesthesia control (ANE) were anesthetized with a different drug (Isoflurane, versus ether) during blood sampling and received no other therapy. In batch2, the MTXMS group received both therapies (MTX and MS) with the same modalities of the separate therapies; NOCIAMS received MS with the same modalities as MS on healthy animals (no CIA). As MS animals needed shaving at stimulation points for therapy delivery, all animals were shaved to minimize sources of bias. In batch2 the MS therapy was replicated as for batch1, MTXMS consists of the administration of both MTX and MS treatments, NOCIAMS implies MS as described already and delivered to healthy animals. Details on the overall design of experiments can be found in Supplementary Table S2.

### Fecal, blood, subcutaneous tissue samples collection

Fecal specimens were collected before blood sampling in sterile vials and rapidly frozen at −20 °C and further stored at −80 °C (batch 1). Whole blood sampling for high-throughput screens (microarray) was carried out before any therapy for the CIA and NOCIA groups (CIA_B and NOCIA_B). All groups (MS, MTX, PLA, ANE and NOCIA) were additionally sampled at 1 hour and 34 days (respectively: Early and After therapy: MS_E, MS_A, MTX_E, MTX_A etc.). Animals were induced in deep general anesthesia and after total blood drawing (5 ml), sacrificed by neck dislocation. In batch2, the early time point (1 h) was excluded. Subcutaneous tissue surrounding the stimulated points were excised upon animal sacrifice (time zero, 1 hour, 34 days), with surgical scalpel and specimens were rapidly nitrogen liquid treated before storing at −80 °C.

### Fecal samples microbial shotgun sequencing

Microbial DNA was extracted from fecal samples using the E.Z.N.A. Soil DNA Kit (Omega Bio-tek, Norcross, GA, U.S.) according to manufacturer’s protocols. The V1-V3 region of the bacteria 16 S ribosomal RNA gene were amplified by polymerase chain reaction (95 °C for 2 min, followed by 25 cycles at 95 °C for 30 s, 55 °C for 30 s, and 72 °C for 30 s and a final extension at 72 °C for 5 min) using primers 27F 5′-(CGTATCGCCTCCCTCGCGCCATCAG-3′ 5′-AGAGTTTGATCCTGGCTCAG)-3′ and 533R 5′- (CTATGCGCCTTGCCAGCCCGCTCAG- 3′ -MID tags-5′-ATTACCGCGGCTGCTGGCA)-3′. PCR reactions were performed in a 20 μL mixture containing 4 μL of 5 × FastPfu Buffer, 2 μL of 2.5 mM dNTPs, 0.8 μL of each primer (5 μM), 0.4 μL of FastPfu Polymerase, and 10 ng of template DNA.

After purification using the AxyPrep DNA Gel Extraction Kit (Axygen Biosciences, Union City, CA, U.S.) and quantification using QuantiFluor™ -ST (Promega, U.S.), a mixture of amplicons was used for pyrosequencing on a Roche 454 GS FLX (Roche 454 GS FLX + for batch2) Titanium platform (Roche 454 Life Sciences, Branford, CT, U.S.) at a depth of 10000 reads per sample in batch1 (and 15000 reads per sample in batch2) according to standard protocols at Majorbio Bio-Pharm Technology Co., Ltd., Shanghai, China.

### Total RNA and protein extraction from blood

Peripheral blood mononuclear cells were freshly isolated on Ficoll gradient (Histopaque-1077, Sigma Aldrich, USA) according to the manufacture procedures. Separated cells were maintained in RNA Later (Ambion, USA) at −80 °C until the end of the study and then processed in a whole batch for the following extraction. Total RNA and proteins were purified from each cell sample with MirVana PARIS kit (Ambion, USA) and the concentration measured by Nanodrop 2100 (Thermo Scientific, DK).

### Total RNA extraction from subcutaneous tissue samples

Subcutaneous tissue samples (including subcutaneous muscle, <500 mg) were excided under deep general anesthesia, and immediately dipped in liquid nitrogen for 1 minute then moved and maintained at −80 °C until use. Total RNA was extracted and purified from dry frozen tissue quickly dipped in Trizol (Cat#15596-026, Invitrogen, USA) homogenized with a 5 mm blade tip (IKA, DE) and processed according total RNA extraction protocol. The RNA obtained was quantified by Nanodrop 2100 and tested for standard quality parameters (RIN, RNA Integrity Number) through Total RNA 6000 Nano kit (Cat#5067-1511, Agilent, DE). The RIN qualified RNA samples were sent to Illumina Sequencing Services of Partner Institute for Computational Biology Omics Core and cDNA libraries were constructed for sequencing as described in Illumina TruSeq™ RNA sample preparation v2 guide (Catalog # RS-930–1021). Sequencing was performed by Illumina HiSeq 2000.

### Real-time quantitative PCR

To validate microarray results on PBMC (batch1) qRT-PCR was performed in house. Total RNA was used to synthesize cDNAs using a reverse transcription kit according to the manufacturer’s instructions (Takara, JP). The obtained cDNA was then used as a template for analyzing the selected genes using real-time quantitative PCR (Roche Diagnostic, USA). GAPDH was used as calibrator for total RNA input (250 ng) and to quantify gene of interest expression. On batch2 qRT-PCR to validate microarray results and the 3 proliferative/regenerative markers in RASFLs was outsourced. Reverse transcriptase reactions from RNA to cDNA were carried out with Taqman MicroRNA Reverse Transcription Kit (ABI, USA). Real-time quantitative PCR was then performed using Taqman Universal PCR Master Mix (ABI, USA). GAPDH was used as a control for total RNA input (0.75 μL per 10 μL reaction) and to quantify gene of interest expression. Fold-change (FC) and error range calculation was performed as the ratio of the averaged gene expression (on technical replicates and relative to the calibrator gene Gapdh) between two groups: 
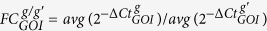
.

The error range is the standard error of the mean of the relative gene expression in both groups:

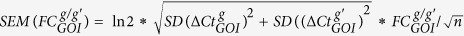

where *g, g*′ represent 2 treatment groups, *GOI* the gene of interest, *n* the number of biological replicates^40^. Data stored in Supplementary Data S2, S8.

### *In vitro* culture

RA synovial fibroblasts like cells (RASFLs) were obtained from synovium of CIA induced rats at time zero (CIA score ≥2). Fresh synovial tissue was minced and digested for 5 h with 0,2% of type I collagenase (Sigma Aldrich) in serum-free Dulbecco’s modified Eagle’s medium, DMEM (Invitrogen) at 37 °C with 5% CO_2_ content, on a horizontal shaker. The suspension was then filtered, washed twice with PBS (Gibco) and plated in 75 cm^2^ tissue culture flasks. After overnight culture, non-adherent cells were removed, and adherent cells were maintained in complete medium, i.e. DMEM supplemented with 10% fetal bovine serum (FBS), 2 mM L-glutamine, 100 U/ml of penicillin, 100 μg/ml streptomycin, HEPES (Sigma Aldrich). The cultures were kept at 37 °C, in 5% CO_2_ atmosphere and fresh medium was replaced every 3 days. RAFLs cultures were expanded and used for experiment at passage 5^41^.

Cells were divided in three groups and maintained in different culture conditions, i.e. medium added with: (i) FBS; (ii) rats’ blood serum from MS treated animals (MS+); rats’ blood serum from untreated animals (MS−). Blood serum was previously withdrawn from MS treated animals at day 18 (MS+), and before any therapy was initiated (MS−). The samples were collected in sterile tubes, spun at 1000× g for 10 min and stored at −80 °C until use.

After 72 h cells were harvested enzymatically with trypsin (Pierce), collected by centrifuge and re-suspended in RNA Later (Invitrogen) before −80 °C storage^42^. RNA-seq was done by BGI-Shenzhen Company with total RNA samples first treated with Dnase I to degrade any possible DNA contamination. Further mRNA was enriched by using oligo(dT) magnetic beads, mixed with fragmentation buffer, and fragmented into short segments (~200 bp). The first strand of cDNA was synthesized with random hexamer-primer. Buffer, dNTPs, RNase H and DNA polymeraseI were added to synthesize the second strand. The double strand cDNA was purified with magnetic beads, reparation and 3′-end single nucleotide A addition was performed. Sequencing adaptors were ligated to the fragments, finally enriched by PCR amplification. Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR system were used to qualify and quantify the sample library to be used with Illumina HiSeqTM 2000.

### Enzyme-linked Immunosorbent Assay (ELISA)

Four proteins were quantified by ELISA: Adenosine A2A receptor (ADORA2A, antibodies-online, Aachen, Germany), Adenosine A3 Receptor (ADORA3, Cloud-clone Corp., Houston, USA), Adenosine Deaminase (ADA, BlueGene Biotech CO., Shanghai, China) and S100 Calcium Binding Protein A8/A9 (S100A8/A9, BlueGene Biotech CO., Shanghai, China) in 3 different sera: MS+ (3 biological replicates of blood serum from MS treated animals); MS− (3 biological replicates of blood serum from untreated animals); FBS (3 biological replicates as control, in fetal bovine serum). All standards and samples were assayed in duplicate, following the manufacturer’s indication and read spectrophotometrically (optical density, OD) with Bio-Tek synergy H1 microplate reader. Curves for standards ODs/concentrations assay were fit with a 4 parameters logistics (4-PL) model. Fold changes were calculated for comparisons in the 3 different experimental conditions (MS+, MS−, FBS) as the ratio of protein concentration averaged among three biological replicates with a cutoff of 2-fold^43^.

### Omics differential analysis

After pre-processing specific to each *omic* (see Supplementary Methods) differential analysis was performed using limma^44^ for microarray data and the pipeline limma + voom^45^ RNA/16SrRNA-seq data, using for threshold a combination of foldchange (FC > 2) and P value (P < 0.05).

### PBMC miRNA and mRNA functional analysis

Differential mRNAs were annotated using DAVID, with corrected P value (Benjamini) <0.05, and background *Rattus norvegicus*. The miRNAs were annotated based on their targets identified as predictions via miRDB^46^ with score 80 as described in ref. 47 and identified as experimentally validated with miRBase v18^48^. Functional analysis was also done on the union of differential miRNA targets (predicted and validated) and differential mRNAs as in ref. 47.

### EMT gene sets

Four sets were manually compiled to capture temporal and functional phases of EMT: (i) Heal. E. for early healing, based on^11^ with unspecific downstream effectors (SRC, PI3K, JNK, ERK) removed; (ii) Mec. E. for early mechanotransduction, from the *core* map in ref. 15 including the early (~300 ms^49^) signaling from the force to the activation of SRC and F-Actin; (iii) EMT from SAB website (http://www.sabiosciences.com/Biomarker.php, PARN-090Z) (iv) EMT.T2 from (iii), with EMT Type1 and Type3 specific markers removed, Type2 specific markers added^2^,^50^. EMT type2 associated GO terms *Wound Healing* (GO: 0042060, whGO) and *Response to wounding* (GO: 0009611, rwGO) where expanded in the form of genes lists, the same was done for *Inflammation* (GO: 0006954, InflGO). All sets are collected in Supplementary Data S6 sheet “Functions (Genesets)”.

### Phenotypic data ANOVA

The 18 observations of the qualitative (categorical) arthritis score were transformed to a scale of 1–5. The quantitative data were preserved on their continuous scale. For both datasets, the NOCIA data were not considered and missing data were omitted. Only rats that received therapy were included in the analyses. Generalized linear models were fitted to the data to describe arthritis scores measurement over time for different treatments. To test for a treatment group effect, data were centered (around the mean) and pooled on a pairwise basis, GLMs were fitted (assuming a maximum of t^4^) and ANOVA was used to test for a significant group effect. The same analysis was performed on Batch2 (Supplementary Data S1 and S2).

Analyses are presented for the continuous data only, and are confirmed on discrete data (Supplementary Data S1 contains categorical data in addition to continuous data).

### Association study between therapy and microbes

OTU-based alpha diversity was evaluated by Shannon index and averaged among samples in each arm for comparisons between CIA and treated CIA arms. Differential genera were labeled as *unharmful, harmful* based on literature or remained *unknown,* when defined so in the differential analysis. A genus was annotated as harmful when harmful species were included in that genus and unharmful when no harmful species were included, based on the observation that although genera may vary, species are robust with respect to these definitions (harmful or unharmful). The TMM normalized genus’ abundance, computed in the differential analysis step (before log2-cpm conversion, needed for *limma* linear model differential analysis, Supplementary Methods), was used to compute a genus’ *increase* or *decrease* as the difference of the after versus before therapy abundance. Unharmful genera that appear to be more abundant and harmful genera that result as less abundant after therapy, jointly (summed absolute values, eubiotic frequency) define an improvement towards a eubiotic (beneficial) microbiome. The reverse holds (less abundant unharmful genera and more abundant harmful genera, summed absolute values, dysbiotic frequency) for the definition of a more dysbiotic microbiome. Unknown genera are removed from this analysis. Contingency tables, using chi-square and Fisher’s exact test^13^, were employed to assess the null hypothesis that the proportions of eubiotic microbe frequencies are different between therapies. One sided Fisher’s exact test was then performed to assess the positive association of a therapy with a more eubiotic GI microbiome^51^.

### Data and materials availability

O*mic* data accessible at GEO (http://www.ncbi.nlm.nih.gov-/geo/) and SRA (http://www.ncbi.nlm.nih.gov/Traces/sra/) with specific IDs and all other data in Supplementary Information.

## Additional Information

**How to cite this article**: Nardini, C. *et al*. *Systemic* Wound Healing Associated with *local* sub-Cutaneous Mechanical Stimulation. *Sci. Rep.* **6**, 39043; doi: 10.1038/srep39043 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

## Figures and Tables

**Figure 1:**
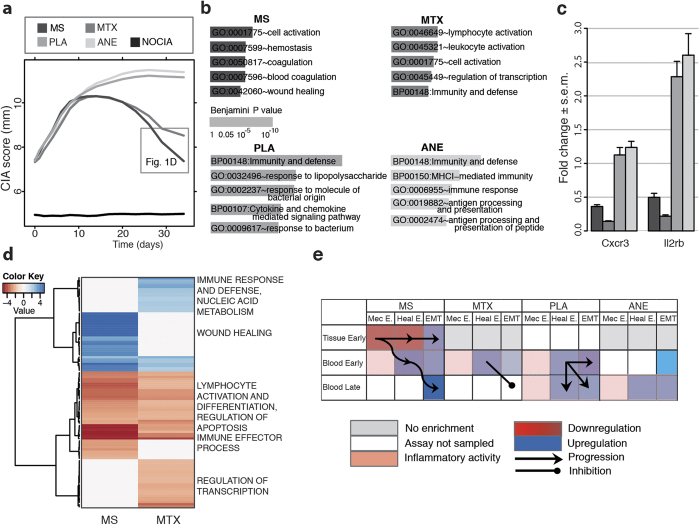
Phenotypic and PBMC characterization. (**a**) Standard clinical parameters (paws’ thickness, CIA score, mm) in the MS, MTX, PLA, ANE and NOCIA arms over time (34 days). (**b**) Significant (top 5) enriched functional categories, for differential genes (*limma* FC > 2, P value < 0.05), therapy-wise. The inflammatory response dominates in control arms (PLA, ANE). (**c**) Validation by qRT-PCR (Supplementary Data S2) of cytokines representative of the differential inflammation ongoing in control (PLA, ANE) versus active therapy arms (MS, MTX). s.e.m. = standard error of mean. (**d**) Heatmap of the differential and functional analysis focused on the comparison MTX-MS. (**e**) Summary enrichment analysis for wound healing (EMT type2). Color intensity is proportional to the number of tested variants (molecular, functional, methodological and experimental) that confirm the enrichment of the spatiotemporal sampling (subcutaneous tissue 1 h, PBMC 1 h and 34 days) for the EMT temporal phases (Mec. E. stands for early mechanotransduction, Heal E. for early healing).

**Figure 2:**
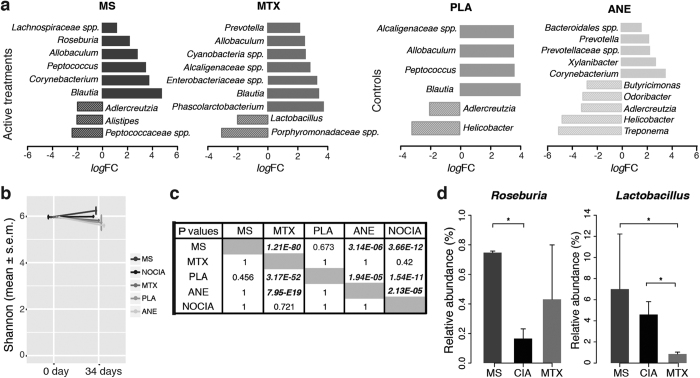
GI microbiome analysis. (**a**) Differential analysis (*limma* FC > 2, P value < 0.05), therapy wise. (**b**) Diversity analysis by Shannon index. (**c**) Contingency test comparing therapy-wise cumulated frequencies (increasing harmful and decreasing unharmful, i.e. dysbiotic variations and decreasing harmful and increasing unharmful, i.e. eubiotic variations) testing the null hypothesis (fisher one-sided) that treatment A (row) leads to a more eubiotic GI composition than treatment B (column). Significant associations (P < 0.05) in bold. (**d**) Genera highlighted for their relevance in the control of inflammation, statistically significant differences are annotated with * (P < 0.05).

**Figure 3:**
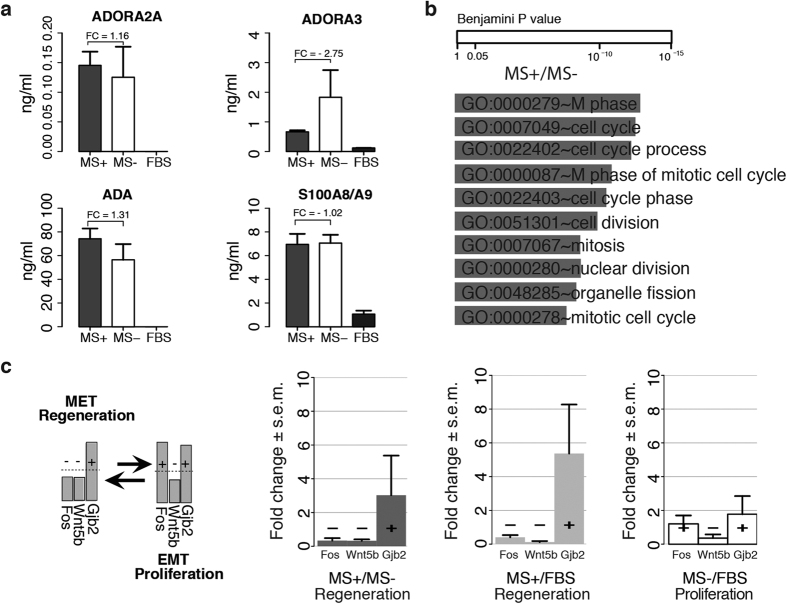
Joints Rheumatoid Arthritis synovium fibroblast-like (RASFL) analysis. (**a**) ELISA assay on ADORA2A, ADORA3, ADA, S100A8/A9 levels in the blood serum of MS treated (MS+), untreated (MS−) animals and in control (FBS). (**b**) Functional analysis of differentially expressed genes in MS+ versus MS− (FC > 2). (**c**) Left panel: EMT/MET conformation of epithelial/mesenchymal markers; right panel: expression fold changes (mean ± s.e.m.) of *Fos, Wnt5b* and *Gjb2*. The +/− located at FC = 1, highlights the regulation direction.

# Supplementary material for: Systemic Wound Healing Associated with local sub-Cutaneous Mechanical Stimulation
**Source:** Sci Rep. 2016 Dec 23;6:39043. doi: 10.1038/srep39043
**Supplement:** Supplementary Information

## Supplementary Information

### ***Systemic Wound Healing Associated with local sub-Cutaneous Mechanical Stimulation***

Christine Nardini<sup>1,2,\*,+</sup>, Valentina Devescovi<sup>1,+</sup>, Yuanhua Liu<sup>1,3,+</sup>, Xiaoyuan Zhou<sup>1,+</sup>, Youtao Lu<sup>1,+</sup>, Jennifer E. Dent<sup>1,4,+</sup>

## Supplementary Methods

**Fecal samples differential analysis.** Roche 454 pyrophosphate sequencing of the 16S rRNA genes was performed at Majorbio along with: sequences quality control; sequences selection based on samples' barcode identifiers and sequences alignment (SILVA database, SSU106, <sup>1</sup>) to trim chimeras, define Operational Taxonomy Units (OTUs, sequences with 97% similarity) and assign OTUs' taxonomy <sup>2</sup>; calculation of alpha-diversity Shannon index.

OTUs lacking of taxonomic species information were collectively annotated to their closest higher taxonomic level. To limit the impact of the large amount of unknown species OTUs with the same genus classification were merged and genera were considered for further differential analysis. Unannotated genera were labeled *unknown*.

Differential analysis was performed using *limma* <sup>3</sup> where count-based microbial abundance was assimilated to gene expression data <sup>4</sup>. To minimize the noise deriving from low abundance reads and to control for *limma*'s bias in favor of variables with small within groups variance, 2 filtering steps were applied across all the samples of the comparison: genera with null abundance in more than 1 sample and genera with summed abundance below 5, were filtered out <sup>5</sup>. Filtered data were scale normalized with TMM <sup>6</sup> from the *edgeR* package <sup>7</sup> to make samples comparable despite different sequencing depth <sup>8</sup>. Abundance in read counts were converted to log2-cpm

(counts per million) by *Voom* to make them suitable to linear regression in *limma*<sup>9</sup>. Processed and Raw data are available in Supplementary Data S7 and at the National Center for Biotechnology Information Sequence Read Archive database (Accession Number: SRP034624).

**PBMC mRNA microarray differential analysis.** Affymetrix rat230 2.0 arrays for the 2 batches of experiments were hybridized and scanned according to the manufacturer's recommendations. Raw intensities from .CEL files were analyzed using *mas5* from *affy* R package to generate expression intensities for each probe set<sup>10</sup>, detection call was calculated using *mas5calls* in the same *affy* package. Before differential analysis, probe-sets were removed if less than 10% of all the samples (independently of the time point and therapy) were detected (absent for detection calls). Expression intensities were transformed in log-2 scale. For all comparisons, significantly differentially expressed genes (DEs) were identified using *limma*<sup>3</sup> with P value <0.05 and foldchange >2. DEs were further removed: i) in case > 2 replicates were available per therapy and time point (batch 2), if 30% of expression intensity (in all samples compared) was not reliable (absent for detection calls); ii) in case  $\leq 2$  replicates were available (batch1) any of the expression intensity was not reliable.

Data is available at the National Center for Biotechnology Information Gene Expression Omnibus (batch1 GSE48025 and batch2 [GSE58456](#)).

**PBMC miRNA microarray differential analysis.** Agilent Rat miRNA (8\*15K) V16.0 arrays were hybridized and scanned according to the manufacturer's recommendations. Data were extracted with Feature Extraction 10.7. Raw signals were then summarized with package *AgiMicroRNA* as previously described<sup>11</sup>. A miRNAs was assumed to be present when any of the

20-40 probes was detected. For each comparison, differentially expressed miRNAs were selected using the same methodologies used for mRNA profiling. Data is available at the National Center for Biotechnology Information Gene Expression Omnibus ([GSE58458](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE58458)).

#### *Subcutaneous and Synovium Tissue (RAFLs cells) mRNA Differential Analysis*

Quality assessment was confirmed by *FastQC*<sup>12</sup> and *fastx* toolkits<sup>13</sup>, including per-base quality score, nucleotide composition, N- and GC content, overrepresented sequences (frequency > 0.1%). Unique read frequency saturation curve was also calculated. Reads filtering was performed differently for subcutaneous tissue and synovium. For subcutaneous tissue data raw reads were trimmed and filtered by *cutadapt*<sup>14</sup>: reads beginning with the 5' adapter (P5) were discarded as PCR artifacts (Hiseq initiates reading after P5) and the trailing 3' adapters (P7) were trimmed (maximum mismatch rate 0.1, overlap length 5), low-quality ends (Phred quality score < 30) were trimmed and remaining reads shorter than 25nt were removed.

For synovium filtered reads include: 1) reads with adapter sequences, 2) reads in which the percentage of unknown bases (N) is greater than 10%, 3) reads in which more than 50% bases quality value  $\leq 5$ , as processed by BGI Shenzhen Company.

Filtered reads were aligned to the rat reference genome (UCSC rn4) using *bowtie2*<sup>15</sup> for subcutaneous tissue and synovium. Gene expressions were quantified by HTSeq v0.5.4p3<sup>16</sup> at the transcript level using “intersection-nonempty” mode and the UCSC rn4 annotation (downloaded from iGENOME for *rattus norvegicus*). Uniformly to the 16S rRNA-seq processing, raw counts were normalized to cpm by TMM normalization<sup>6</sup> using *edgeR* v3.4.2<sup>7</sup> and differential analyses were run with the *limma-voom* pipeline v3.18.9<sup>3</sup>. Prefiltering for *limma* was done by removal of transcripts with low (more than 20% of replicates < 1 cpm in both groups) or invariant expressions. DEs were selected with: 1) average expression in cpm  $\geq 1$ ; 2)

nominal P value < 0.05; 3) FC  $\geq 2$  (output by *limma* as “logFC”). Data is available at the National Center for Biotechnology Information Gene Expression Omnibus (subcutaneous tissue batch1 GSE57983, synovium GSE58978).

**Subcutaneous miRNA-Seq differential analysis.** Total RNA was used to generate small RNA libraries with Illumina TruSeq Small Sample Prep Kit. Deep sequencing was performed with Illumina Hiseq 2000 at CAS-MPG Partner Institute for Computational Biology Omics Core. Raw sequences were obtained and de-multiplexed using the Illumina pipeline *CASAVA* v1.8. Quality check were performed with *FastQC*<sup>12</sup> and *FASTX*<sup>13</sup> toolkits. The 3' adapters were trimmed by *mapper.pl* from *miRDeep2* toolkit<sup>17</sup>, reads shorter than 18bp were discarded. Clipped reads were aligned using *mapper.pl* to Rat genome (rn4) and miRBase v18 (rno sequences)<sup>18</sup> and quantified using *quantifier.pl* in *miRDeep2*. Expression of miRNA data (counts) from all samples were joined and miRNAs with at least 1 cpm in at least half of the total samples were kept. 

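Applied to the deposited counts, this filter removed 364 miRNAs, of which 144 had 0 counts in every library, and those that remained held 99.97% of the reads. In the smallest library 213 of them had more than 10 counts. Without the filter, 38 miRNAs passed the thresholds in MS_E against CIA_B. Among the miRNAs removed were miR-429 and miR-16-3p, which the study lists for MS_E and PLA_A. Its filter can thus not have acted exactly as it was applied here, on these 10 libraries together. A filter of 1 cpm on only the libraries compared was not tried.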

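With limma-voom on all 10 libraries, 19, 4, 3 and 20 miRNAs passed the thresholds in MS_E, MS_A, PLA_E and PLA_A against CIA_B, 9 between MS_E and PLA_E and 1 between MS_A and PLA_A. None had an adjusted p under 0.05 in limma-voom (smallest 0.601), and 19, 4, 4, 22, 9 and 1 had an unadjusted p under 0.05. Supplementary Data S5 of the paper names 45 miRNAs, of which 37 correspond to a single entry of the files and 8 could be either arm of a hairpin. Of its 47 entries with a settled name over the 6 comparisons, 45 were tested, of which 24 passed the thresholds in limma-voom and 24 in edgeR, each fitted on all 10 libraries. With limma-voom on only the 4 libraries compared, chosen after the values were seen, 41 passed.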

Based on the counts data, the *limma-voom* pipeline<sup>9</sup> was adopted to perform differential analysis, with the same parameters used for mRNA Affymetrix chip data and miRNA Agilent chip data. Data is available at the National Center for Biotechnology Information Gene Expression Omnibus ([GSE58459](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE58459)).

**Enrichment analysis.** To assess the robustness of the results, enrichment tests (*t*) for the differentially expressed genes in the 3 spatiotemporal samples (subcutaneous tissue 1h, PBMC 1h, PBMC 34days) are performed in a number of methodological and experimental variants  $v_i$ , globally collected in *T*, where:

$T = \{v \in T \mid v_j = \text{Func}t\text{Vari}ants, \text{Enrich}Meth\text{ods}, \text{omics}L\text{ayers}, \text{Experiment}al\text{Batch}, j = 1,..4\}$ ,

with:

$\text{Func}t\text{Vari}ants = \{t \in v_1 \mid t = \text{EMT}, \text{EMT.T}2, \text{whGO}, \text{rwGO}\}$ , with EMT, EMT.T2, whGO, rwGO defined above;

$\text{Enrich}Meth\text{ods} = \{t \in v_2 \mid t = \text{DAVID}, \text{HPGM}, \text{GSEA}\}$ , with DAVID enrichment analysis<sup>19</sup> only for GO categories; HPGM hypergeometric distribution<sup>20</sup> corrected for multiple hypothesis testing across gene sets with Benjamini Hochberg FDR<sup>21</sup>, cutoff 0.05; GSEA<sup>22</sup>, preranked mode, P value cutoff 0.05, q-value cutoff 0.05;

$\text{Omics}L\text{ayers} = \{t \in v_3 \mid t = \text{mRNA}, \text{miRN A}\}$ ;

$\text{Experiment}al\text{Batch} = \{t \in v_4 \mid t = 1,2\}$ .

Each enrichment test  $t$  in each  $v$  in  $T$  has 3 possible outcomes  $x_i$ ,  $i=1,2,3$ :  $x_1=up$  for upregulated genes enrichment,  $x_2=down$  for downregulated genes enrichment,  $x_3=both$  for up and downregulated genes enrichment, these outputs are True if the enrichment is statistically significant and False viceversa. Depending on the experimental design, each spatiotemporal sample can be analyzed across different  $t$  in different  $v$  (not all samples are run in 2 batches or for two *omic* layers etc.).

Fig.1 E is the result of progressive summarization of the enrichment outcomes  $x_i$ . The first level of summarization is computed for each enrichment method  $t_i$  in  $v_2$  with:

$$Eq.1 \begin{cases} up_{ti,v2} = (up \text{ XOR } down) \text{ AND } up \\ down_{ti,v2} = (up \text{ XOR } down) \text{ AND } down, i = 1,2,3 \\ both_{ti,v2} = (up \text{ AND } down) \text{ OR } both \end{cases}$$

Where  $both_{ti,v2}$  is True also in cases where *up* and *down* are True (within test –enrichment method- summarization). Namely, sample Z enriched for function Y showing *up* and *down* significant enrichments computed with an enrichment analysis method is compatible with an overall *both* enrichment computed with the same enrichment method.

With a similar rationale, a second level of summarization is done for each variant  $v_j$ , however, in cases where *up* and *down* are True the summary *both* enrichment must be False (across test summarization). Sample Z enriched *up* for function Y in batch 1 and enriched *down* for the same function Y in batch2 must lead to no enrichment overall, as this would indicate that results in batch1 are not reproducible in batch2. This modifies Eq. 1 only for the last equation, and from this stage on leads to mutually exclusive  $x_i$  values (i.e. only one will be True):

$$Eq.2 \begin{cases} up_{vj} = (up \text{ XOR } down) \text{ AND } up \\ down_{vj} = (up \text{ XOR } down) \text{ AND } down, j = 1, \dots, 4 \\ both_{vj} = (up \text{ NAND } down) \text{ AND } both \end{cases}$$

The coherence score  $C_x = X / |\{T\}|$ , that multiplies the final logical score output in Eq.2 is used to visually grade the intensity of *up* (green) and *down* (red) enrichments as shown in Fig. 1E of the main text:

*Inflammation* has a combinatorial biological meaning, i.e. physiologic when accompanying the early phase of healing and pathologic (chronic) in later stages (as well as being a hallmark of RA/CIA). To model this peculiar functional aspect, ongoing inflammation in Fig. 1E of the main text is depicted directly with the logical value of  $up = |\{t \mid t == up, \forall t \in T\}|$  with a visually intuitive binary shade of red on top of other functions' grades.

## Supplementary Figure

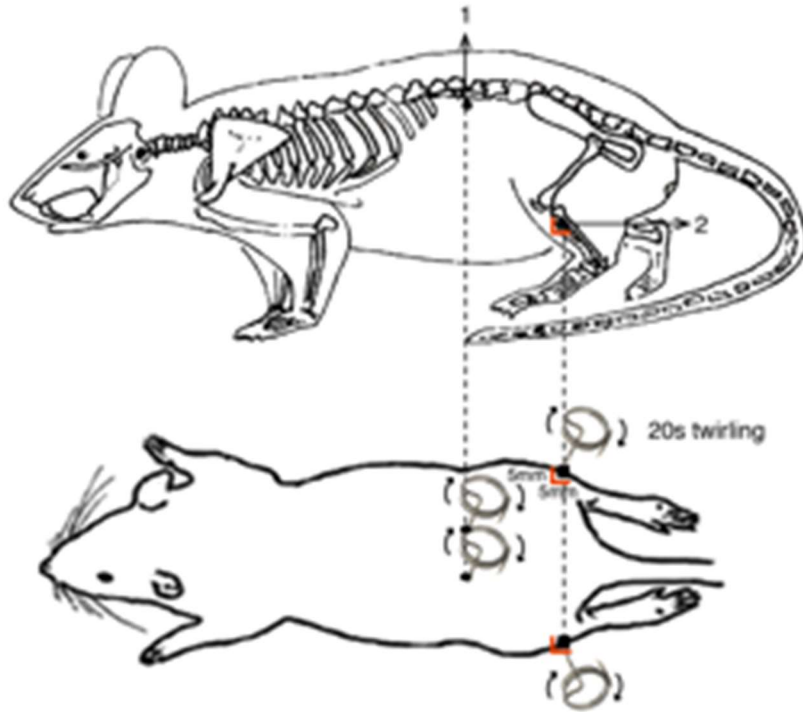

**Figure S1. Schematic representation of the molecular stimulation (MS) applied.** Four points identified through to anatomical landmarks (also referred to as "Shenshu" (BL 23) for point 1, and "Zusanli" (ST 36) for point 2) were selected, needled with ring-headed thumb-tack like stainless-steel needle ( $\phi 0.25\text{mm} \times 2\text{mm}$ , diameter\*length, Hwato, Suzhou, P.R.C.) and stimulated for 20s with clockwise rotation every other day. Adapted from (He, T. F. et al.

Electroacupuncture Inhibits Inflammation Reaction by Upregulating Vasoactive Intestinal Peptide in Rats with Adjuvant-Induced Arthritis. Evid-Based Compl Alt,

doi:10.1155/2011/290489 (2011)) and (Xu, Y. D. et al. Proteomic analysis reveals the deregulation of inflammation-related proteins in acupuncture-treated rats with asthma onset.

Evid Based Complement Alternat Med 2012, 850512, doi:10.1155/2012/850512 (2012)) under Creative Commons License (<https://creativecommons.org/licenses/by/2.0/legalcode>).

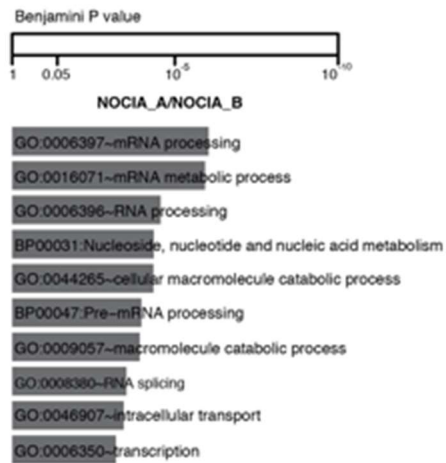

**Figure S2 Functional enrichment NOCIA arm.** Significant (top 10) enriched functional categories, using the same criteria adopted in Figure 1b. Coherently with the phenotypic aspects of the inflammatory stimulus (CIA) shown in Fig. 1a, no progression nor regression of inflammation and immune response are involved, nor are activation nor healing functions differential. Results refer to nucleic acids metabolism (transcription, splicing, processing, intracellular transportation) and biochemical transformations (catabolism) providing cellular components and energy for anabolic reactions, as part of the metabolic process for the physiologic self-maintenance of the cell.

### Supplementary Table

| Batch  | Treatment A | Treatment B | Treatment effect<br>Pr(>F) | Treatment :<br>Time Pr(>F) |
|--------|-------------|-------------|----------------------------|----------------------------|
| Batch1 | ANE         | MS          | <0.01                      | <0.01                      |
|        | ANE         | MTX         | <0.01                      | <0.01                      |

|        |     |       |       |       |
|--------|-----|-------|-------|-------|
|        | ANE | PLA   | 0.015 | <0.01 |
|        | MS  | MTX   | 0.627 | <0.01 |
|        | MS  | PLA   | <0.01 | <0.01 |
|        | MTX | PLA   | <0.01 | <0.01 |
| Batch2 | MS  | MTXMS | 0.061 | <0.01 |

**Table S1 ANOVA significance.** Results of ANOVA to show significance of difference between treatments (for continuous data -Batch1 and Batch2) – response = CIA measurement. Results suggest that the only combination that has no significant difference between treatments (at the 5% level) is MS and MTX (batch 1) and 2 MS and MTXMS (batch 2). It is noted that there is a significant treatment to time interaction).

| Sample                     | Therapy                   | Batch | Technology                    | Time points<br><i>() only for batch1</i> |
|----------------------------|---------------------------|-------|-------------------------------|------------------------------------------|
| <b>Subcutaneous tissue</b> | AP, PLA, NOCIA            | 1     | RNA-seq                       | 0d, 1h, 34d                              |
| <b>Blood PBMC</b>          | AP, PLA, ANE, MTX, NOCIA, | 1,2   | Microarray+ qRT-PCR           | 0d, (1h), 34d                            |
| <b>Feces</b>               | AP, PLA, ANE, MTX, NORA   | 1     | 16S rRNA-seq                  | 0d, 34d                                  |
| <b>Blood serum</b>         | AP, NOCIA                 | 2     | ELISA                         | 0,18d                                    |
| <b>Synovium</b>            | AP, PLA, NOCIA            | 2     | RNA-seq+ (qRT-PCR on markers) | 0, 18d                                   |

**Table S2 Sampling Summary.** Summary of the samples, therapies, technologies and time points explored across two studies (batch1 and batch2) for the analysis of the molecular effects of MS on rats affected by CIA.

## **Supplementary Data**

### **Data S1- Phenotypic data:**

- ♦ Batch1 Arthritis categorical scores
- ♦ Batch1 Paws' thickness continuous measures
- ♦ Batch2 Arthritis categorical scores
- ♦ Batch2 Paws' thickness continuous measures

### **Data S2- PBMC mRNA differential and enrichment analysis:**

- ♦ List of differential mRNAs (after to before therapy)
- ♦ Enrichment analysis with David therapy-wise
- ♦ Enrichment Analysis with David for MS-MTX
- ♦ qRT-PCR results

### **Data S3- Subcutaneous tissue mRNA differential and enrichment analysis:**

- ♦ List of differential genes (after to before therapy)
- ♦ Enrichment analysis with David therapy-wise

**Data S4- PBMC miRNA differential analysis and targets:**

- ♦ List of differential miRNAs (after to before therapy)
- ♦ miRDB predicted targets of the differential miRNAs
- ♦ miRBase validated targets of the differential miRNAs
- ♦ miRNA&mRNA (includes predicted+validated differential miRNAs and differential mRNAs (from Supplementary Data S2)

**Data S5- Subcutaneous tissue miRNA differential analysis and targets:**

- ♦ List of differential miRNAs (after to before therapy)
- ♦ miRDB predicted targets of the differential miRNAs
- ♦ miRBase validated targets of the differential miRNAs
- ♦ miRNA&mRNA (includes predicted+validated differential miRNAs and differential mRNAs (from Supplementary Data 3)

**Data S6- Spatiotemporal assays enrichment analysis:**

- ♦ List of genes sets used for enrichment (reference sets)
- ♦ Enrichment analysis results

**Data S7- 16S rRNA differential analysis, genera annotation, association tests:**

- ♦ OTUs abundances
- ♦ Summary of differential fecal 16S rRNA analysis (Genus level) at 34 days (after to before)
- ♦ Differential genera annotated as eubiotic or dysbiotic.

- ♦ Statistical test association of the eubiotic/dysbiotic microbiome varied composition between treatments

#### Data S8- Synovial tissue mRNA differential and enrichment analysis:

- ♦ List of differential mRNAs
- ♦ Enrichment analysis with David
- ♦ qRT-PCR validation on 3 markers

- 1 Quast, C. *et al.* The SILVA ribosomal RNA gene database project: improved data processing and web-based tools. *Nucleic Acids Res* **41**, D590-596, doi:10.1093/nar/gks1219 (2013).
- 2 Rossello-Mora, R. & Amann, R. The species concept for prokaryotes. *FEMS microbiology reviews* **25**, 39-67, doi:Doi 10.1016/S0168-6445(00)00040-1 (2001).
- 3 Smyth, G. K. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. *Stat Appl Genet Mol Biol* **3**, Article3, doi:10.2202/1544-6115.1027 (2004).
- 4 Lahti, L. *et al.* Associations between the human intestinal microbiota, *Lactobacillus rhamnosus* GG and serum lipids indicated by integrated analysis of high-throughput profiling data. *PeerJ* **1**, e32, doi:10.7717/peerj.32 (2013).
- 5 Bokulich, N. A. *et al.* Quality-filtering vastly improves diversity estimates from Illumina amplicon sequencing. *Nature methods* **10**, 57-U11, doi:Doi 10.1038/Nmeth.2276 (2013).
- 6 Robinson, M. D. & Oshlack, A. A scaling normalization method for differential expression analysis of RNA-seq data. *Genome biology* **11**, R25, doi:10.1186/gb-2010-11-3-r25 (2010).
- 7 Robinson, M. D., McCarthy, D. J. & Smyth, G. K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139-140, doi:DOI 10.1093/bioinformatics/btp616 (2010).
- 8 Abrahamsson, T. R. *et al.* Low diversity of the gut microbiota in infants with atopic eczema. *The Journal of allergy and clinical immunology* **129**, 434-440, 440 e431-432, doi:10.1016/j.jaci.2011.10.025 (2012).
- 9 Law, C. W., Chen, Y., Shi, W. & Smyth, G. K. Voom: precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome biology* **15**, R29, doi:10.1186/gb-2014-15-2-r29 (2014).
- 10 Affymetrix. Statistical algorithms description document., (2002).
- 11 Lopez-Romero, P. Pre-processing and differential expression analysis of Agilent microRNA arrays using the AgiMicroRna Bioconductor library. *BMC Genomics* **12**, 64, doi:10.1186/1471-2164-12-64 (2011).
- 12 Simon, A. *FastQC A Quality Control tool for High Throughput Sequence Data*. (2010).
- 13 FASTX-Toolkit ([http://cancan.cshl.edu/labmembers/gordon/fastx\\_toolkit/](http://cancan.cshl.edu/labmembers/gordon/fastx_toolkit/), 2009).
- 14 Marcel, M. Vol. 17 10-12 (EMBNet.journal, 2011).
- 15 Langmead, B. & Salzberg, S. L. Fast gapped-read alignment with Bowtie 2. *Nat Methods* **9**, 357-359, doi:10.1038/nmeth.1923 (2012).
- 16 Anders, S., Pyl, P. T. & Huber, W. HTSeq-a Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**, 166-169, doi:10.1093/bioinformatics/btu638 (2015).

- 17 Friedlander, M. R. *et al.* Discovering microRNAs from deep sequencing data using miRDeep. *Nat Biotechnol* **26**, 407–415, doi:10.1038/nbt1394 (2008).
- 18 Griffiths-Jones, S., Saini, H. K., van Dongen, S. & Enright, A. J. miRBase: tools for microRNA genomics. *Nucleic Acids Res* **36**, D154–158, doi:10.1093/nar/gkm952 (2008).
- 19 Huang, d. W., Sherman, B. T. & Lempicki, R. A. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat Protoc* **4**, 44–57, doi:10.1038/nprot.2008.211 (2009).
- 20 Rice, J. A. *Mathematical Statistics and Data Analysis*. (Stamford, Connecticut: Cengage Learning, 2007).
- 21 Benjamini, Y. & Hochberg, Y. Vol. 57 289–300 (J. R. Stat. Soc. Ser. B Methodol., 1995).
- 22 Subramanian, A. *et al.* in *Proc Natl Acad Sci U S A* Vol. 102 15545–15550 (2005).

How the deposited data were processed for this re-analysis (not part of the article)

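The data are read counts of miRNAs in 10 small RNA libraries of rat tissue, 2 in each of 5 groups. These are before therapy, and 1 h and 34 days in the arms of mechanical stimulation and of placebo. The paper describes both therapies as repeated over this time. Groups were taken from the labels of the libraries and the names in the paper. The labels call the stimulated arm acupuncture and the tissue muscle, and the paper describes subcutaneous tissue that includes subcutaneous muscle.

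The authors trimmed the adapters, discarded short reads, aligned the reads to rn4 and to the rat sequences of miRBase, counted them with miRDeep2 and deposited the counts of each library as whole numbers without normalization. A read can be counted at several precursors of a mature miRNA, so the largest count per mature miRNA was used, and the sum was tried as an alternative. A table of the whole series, with 20 columns of values whose names match no label, was not used. No genome was used, and coordinates of the miRNAs are not given.

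From the deposited counts, TMM factors and the quasi-likelihood test were computed with edgeR 4.0.16 in R 4.3.3, on miRNAs with at least 1 cpm in at least 5 of the 10 libraries and with all 10 libraries in 1 fit. Fold changes are fitted with a prior count of 2. Where every library of a group had at most 3 counts, a lower bound of the fold against 3 counts is given in place of a fitted value. These floors cover counting error only, since reads are not independent molecules. Differential miRNAs are those with an unadjusted p under 0.05 and more than 2-fold change, as in the study, and adjusted p-values are from Benjamini-Hochberg adjustment over all miRNAs tested. With 2 libraries against 2, the smallest p of an exact two-sided permutation test is 0.333, so no such test was made for single miRNAs.

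The named miRNAs were set by a rule written before the data were examined: each miRNA of Supplementary Data S5 in its comparison, each tested member of 6 marker lists, and the 10 largest changes with an adjusted p under 0.05, of which there were none. Any other miRNA is said to be chosen after its values were seen. The marker lists, of epithelial, slow-twitch fibre, skeletal muscle, erythroid, leukocyte and Dlk1-Dio3 cluster miRNAs, were tested with fry and camera of limma 3.58.1. They hold 7, 3, 4, 4, 6 and 47 names, of which 6, 2, 4, 3, 5 and 44 were tested and 5, 2, 0, 2, 4 and 9 are in the list of the study. Another 2 lists, of ciliated or secretory epithelium and of lymphocytes, were written later.

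The test was checked on 10 simulated data sets of the 359 miRNAs in which 200 were changed. The changes were set in MS_E only. edgeR passed 20.4% of those changed 2-fold, 64.2% of those changed 4-fold and 89.2% of those changed 8-fold by the thresholds of the study. By adjusted p it passed 5.67%, 37.5% and 73.6%. False calls were counted in PLA_E against CIA_B of the same data sets, where nothing was changed, with 16.8 and 0 per data set. They were not counted among the unchanged miRNAs of the changed comparison. Of 10 lists of 6 miRNAs raised 4-fold fry found 10, and it called 1 unchanged list. Simulated data without any change, 100 data sets, gave the counts and correlations that arise by chance, and 100 more data sets that hold the library split but no difference between groups, added after the data were seen, gave counts. In all of them the miRNAs vary independently. The libraries of a group were compared for duplicates, and their counts differed far beyond sampling noise (chi-square per degree of freedom from 1572 to 8692).

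The alternatives set before the data were examined were limma-voom, DESeq2 1.42.0, DESeq2's size factors in edgeR, library size only, no filter, a mean of at least 100 counts, only the 4 libraries compared, the replicate number as a block, summed counts, detection in each of the 4 libraries, and, for single fold changes, each library left out in turn. A term for the library split, limma-voom on only the 4 libraries compared and counts of differential miRNAs with each library left out in turn were added after the data were seen. The interaction and the marker lists were not fitted without single libraries. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.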

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

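Of the tests below, that of epidermis in 1 library was chosen only after the result was seen, and miR-34c-5p and miR-449a-5p had been seen before the list of epithelial miRNAs for the other test was written.

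Outside the list of the study, 6 arms of the miR-34 and miR-449 families, chosen after their values were seen, stood in MS_E replicate 1 above both CIA_B libraries. In that library miR-34c-5p was at 1497 cpm, against at most 17.6 cpm in the other 9 libraries and 6.71 cpm in MS_E replicate 2. miR-449a-5p was at 258 cpm (at most 3.62 cpm elsewhere), miR-34b-5p at 70.3 cpm (at most 0.866), miR-34b-3p at 40.1 cpm (at most 1.25), miR-34c-3p at 15.4 cpm (at most 0.536) and miR-449c-5p at 14.2 cpm (at most 0.237). The library is the largest, with 8926170 reads, but the values are scaled to library size. RNA of a ciliated or secretory epithelium in that library is a candidate explanation. Of the 13 arms on a list of such miRNAs 9 were highest there, but most of these belong to the 2 families that prompted the explanation. Outside these families 2 of 5 arms were highest, and of the 3 with over 3 counts miR-182 was not, at 273 cpm against 561 cpm in MS_A replicate 1, so that the list decides nothing. More epidermis would have raised miR-203 and miR-205 with the miR-200 family. Both were highest in that library, miR-203a-3p at 68.4 cpm (at most 53.8 cpm elsewhere) and miR-205 at 69.2 cpm (at most 66.2). The ratio of the miR-200 family to these was, however, 5.05 times the highest of the other 9 libraries. Of the 297 cpm of the family there, miR-141-3p held 220 cpm. With 1 library, another tissue in the sample, a mixed or mislabelled sample and a response to the therapy in 1 animal cannot be told apart; the last was not tested.

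A few further miRNAs that the names in the study's list do not match passed its thresholds in edgeR, limma-voom and DESeq2 with both libraries above both CIA_B libraries. These were miR-19b-3p in MS_E (log2 fold change 1.39, adjusted p = 0.699 in edgeR), miR-7a-1-3p in MS_A (1.33, adjusted p = 0.994 in edgeR) and in PLA_A (1.42, adjusted p = 0.543 in edgeR), and miR-144-5p in PLA_A (1.604, adjusted p = 0.543 in edgeR). The study lists miR-144, whose arm is uncertain, in PLA_A. Without CIA_B replicate 1, miR-19b-3p was at 0.89, and without CIA_B replicate 2 miR-7a-1-3p in MS_A was at 0.95. Whether such numbers may arise without any effect depends on the simulation: without the library split at least 1 of 100 data sets gave as many differential miRNAs as the real data in all 6 comparisons, and with it 0 did in MS_E and PLA_A and 68 in MS_A. Noise of low counts stays open too. Over all 6 comparisons differential miRNAs had a median of 56.9 counts per library against 119 for the others (one-sided permutation p = 0.0625). In MS_E against CIA_B alone they had a median of 114.7 counts against 102, and in each of the other comparisons they had the lower median. Between the arms, miR-19b-3p was higher in MS_E than in PLA_E by a log2 fold change of 1.34 (adjusted p = 0.832 in edgeR), which was 0.87 without PLA_E replicate 2, and miR-7a-1-3p was at -0.09 (standard error 0.50) between MS_A and PLA_A. An effect of the therapy on miR-19b-3p stays open, and an effect of the disease by day 34 was not tested.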

How the results depend on the processing

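Among the 45 tested entries of the study's list with a settled name, no log2 fold change changed sign under the alternatives that were run, the fits without 1 library included. Among all differential miRNAs, the sign changed without 1 library for 2 in MS_E against CIA_B, 3 between MS_E and PLA_E and 1 between MS_A and PLA_A. Without MS_E replicate 1, miR-375-3p went from 5.26 to -2.68 and miR-449a-5p from 6.63 to -0.14 against CIA_B, and miR-141-3p from 4.73 to -0.35, miR-34c-5p from 6.05 to -0.81 and miR-449a-5p from 5.64 to -1.10 against PLA_E. Without PLA_A replicate 1, miR-342-3p went from -2.79 to 1.17 between MS_A and PLA_A. Except for miR-141-3p these were chosen after their values were seen. miR-493*, at -1.31 in the study's list for MS_A, could be either arm: miR-493-3p was at 0.35, and at -0.06 without MS_A replicate 2, and miR-493-5p at -1.25, between -1.60 and -0.99 without 1 library. The counts of differential miRNAs moved most, and those of adjusted calls were 0 in all 6 comparisons in edgeR and limma-voom, except in edgeR without 1 library. Without MS_E replicate 2 there were 5 in MS_E against CIA_B and 5 between MS_E and PLA_E, and without PLA_A replicate 2 there was 1 in PLA_A against CIA_B and 1 between MS_A and PLA_A. At an unadjusted p under 0.05 there were 2 to 27 miRNAs per comparison in edgeR as first set, 1 to 55 over its alternatives and 1 to 24 in limma-voom.

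DESeq2 gave 8 miRNAs with an adjusted p under 0.05 in MS_E against CIA_B and 2 each in PLA_A against CIA_B, MS_E against PLA_E and MS_A against PLA_A. They were miR-141-3p, miR-200b-3p, miR-34c-5p, miR-375-3p, miR-449a-5p, miR-499-5p, miR-208b-3p and miR-675-3p in the first, miR-142-3p and miR-142-5p in both comparisons with PLA_A, and miR-141-3p and miR-449a-5p between MS_E and PLA_E; miR-34c-5p, miR-375-3p and miR-449a-5p are named after their values were seen. All of these had passed the study's thresholds in edgeR too. The cause was not tested. DESeq2 passed 5 miRNAs in PLA_E by the study's thresholds. In the simulated data sets with 200 miRNAs changed in MS_E, false calls were counted in PLA_E against CIA_B, where nothing was changed. There DESeq2 called on average 1 miRNA by adjusted p, against 0 in edgeR and 0.1 in limma-voom.

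Other settings that moved a count by over 1.5 times were as follows. With no filter, 38 passed in MS_E against CIA_B and 29 between MS_E and PLA_E, where 579 miRNAs were tested, and the mean correlation between fold changes that share CIA_B was 0.496 in place of 0.613. With a mean of at least 100 counts, which left 184 miRNAs, the counts were 2 in MS_A, 13 in PLA_A, 8 between MS_E and PLA_E and 2 between MS_A and PLA_A. With library size only they were 2 in MS_A and 4 in PLA_E. With only the 2 groups compared they were 12 in MS_A and 6 in PLA_E, a fit with fewer libraries to estimate the spread. limma-voom gave 9 between MS_E and PLA_E and 1 between MS_A and PLA_A. The 2 settings added after seeing the data were a library split block, with 41, 12, 9, 49, 22 and 14 in MS_E, MS_A, PLA_E and PLA_A against CIA_B, MS_E against PLA_E and MS_A against PLA_A, and limma-voom on only the 2 groups compared, with 13 in MS_E, 10 in MS_A, 5 in PLA_E and 2 between MS_E and PLA_E. Counts without 1 library were added after seeing the data as well, and ranged from 16 to 32 in MS_E, 2 to 7 in MS_A, 1 to 9 in PLA_E, 9 to 27 in PLA_A, 7 to 35 between MS_E and PLA_E and 2 to 14 between MS_A and PLA_A. Except for the settings that change the libraries or miRNAs in the fit, the cause was not tested.

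The replicate numbers do not pair the libraries, as the correlation of the deviations of same-numbered libraries ranged from -0.614 to 0.762 over the 10 pairs of groups. With a replicate block the count was 1 in PLA_E and 4 between MS_A and PLA_A, and the others stayed within 1.5 times.

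Scaling moved the share of calls that were higher, over sets of calls that differ between scalings. With library size only, the median log2 fold change of the tested miRNAs was 0.23, 0.43 and 0.42 in MS_E, PLA_E and PLA_A against CIA_B, against 0.06, 0.07 and 0.12 with TMM. It was -0.24 between MS_E and PLA_E and -0.35 between MS_A and PLA_A, against 0.03 and -0.02. Of the PLA_A calls, 69.2% were higher with TMM, 50% with DESeq2's size factors in edgeR and 87.0% with library size only, and 30.8% with a mean of at least 100 counts. Between MS_E and PLA_E these shares were 78.6%, 64.3% and 41.7%, and between MS_A and PLA_A 14.3%, 28.6% and 0%. With library size only the share went from 50% to 0% in MS_A and from 50% to 100% in PLA_E. Among single miRNAs of the list of the study, leaving out 1 library moved 23 of 180 values by more than the spread. Among the same miRNAs DESeq2 brought 11 past the thresholds, only the 2 groups compared 13 (and 1 lost), limma-voom 3 (3 lost), library size only 4 (2 lost), no filter 4, a mean of at least 100 counts 3 (2 lost), DESeq2's size factors in edgeR 3, the replicate block 2 (1 lost) and summed counts 1. With the settings added later it was 10 for the split block and 17 for limma-voom on 2 groups. In edgeR, 7 of the 23 MS_E calls and 10 of the 26 PLA_A calls fell under 2-fold or changed sign without 1 of the 4 libraries.

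The depth limits the low miRNAs: in the smallest library, CIA_B replicate 1, 3 counts are 2.60 cpm after TMM scaling, so that levels under this rest on fewer than 3 counts there.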

Differences from the paper's values

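Numbers of differential miRNAs within 1.5 times of the paper's are taken here as closing the gap. For MS_E against CIA_B, 23 were found, against the paper's 15. The gap closed with limma-voom, library size only, a mean of at least 100 counts and detection in each of the 4 libraries (19 each), with only the 2 groups compared (20) and the replicate block (21), and not with the other alternatives set before the data were examined, which gave 23 to 38. For MS_A against CIA_B, 4 were found against the paper's 9; DESeq2 (6) and only the 2 groups compared (12) closed the gap, and the other alternatives set before the data were examined, with 2 to 4, did not. For MS_E against PLA_E, 14 were found against the paper's 1, and none of the alternatives set before the data were examined closed the gap (8 to 29). For MS_A against PLA_A, 7 were found against the paper's 3; a mean of at least 100 counts (2) and the replicate block (4) closed the gap, and the other alternatives set before the data were examined, with 1 and 7 to 9, did not. Fits without 1 library, also counted only after seeing the values, closed the gap in MS_E without CIA_B replicate 1 (18), CIA_B replicate 2 (16) or MS_E replicate 1 (16), in MS_A without CIA_B replicate 2 (7) and between MS_A and PLA_A without PLA_A replicate 1 (2). They did not in MS_E without MS_E replicate 2 (32), in the other fits of MS_A (2 to 5) and between MS_A and PLA_A (5 to 14), or between MS_E and PLA_E (7 to 35). The library split block and limma-voom on only the 2 groups compared, chosen after seeing the values, gave 12 and 10 in MS_A, and the latter gave 13 in MS_E. The last setting also gave 2 between MS_E and PLA_E and 5 between MS_A and PLA_A, more than 1.5 times the paper's values.

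In edgeR with all libraries and TMM, none of the 45 tested entries of Supplementary Data S5 counted as differing from the paper's value. This is a weak check. The paper's values come from the same libraries, and the limit was not the spread between libraries for every entry. Where a group had at most 3 counts in each library, only a lower bound was compared, which cannot contradict a larger fold in the paper. An example is miR-200c-3p in MS_E against CIA_B, at least 6.11-fold against the paper's 24.8-fold. Of the 45, 44 had the paper's sign. For the other, miR-200b-3p in PLA_A, with 5 and 7 counts against 0 and 1 in CIA_B, no fold could be given, since its lower bound is under 1 (the paper's log2 value is 2.13). With library size only, 5 of 45 differed, and without CIA_B replicate 2, 8 of 42; without 1 of the other libraries it was 0 to 2. Spreads were wide where 1 library held most of a signal, so that a large difference would not have counted there. For miR-142-3p in PLA_A the log2 fold change was 6.13 against the paper's 4.78, with a spread of 3.08.

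Of the 45 entries, edgeR passed 24 and limma-voom 24. Summed counts passed 24 (of 44 tested), a mean of at least 100 counts 14 (of 28), DESeq2 35, only the 2 groups compared 36, no filter 30 (of 47 tested), DESeq2's size factors in edgeR 27, library size only 26 and the replicate block 25. limma-voom on only the 2 groups compared, chosen after seeing the values, passed 41, with 11 others outside the list, and the library split block, also chosen after, passed 34.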

Other observations

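The tests of muscle, library size and other divisions for the split of the libraries, of blood in 1 library and of lymphoid tissue there, and the simulated data with the split, were chosen only after the result was seen, as were the limits by which the arms of a hairpin were judged.

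A split of the libraries that crosses the groups was found from the data. In each group 1 library held more miR-1-3p, on average 8.20 times as much, and the libraries were CIA_B replicate 1, MS_E replicate 2, PLA_E replicate 1, MS_A replicate 2 and PLA_A replicate 1. With miR-1 and miR-206 left out, 64.5% of the variance within groups lay on the first component, where simulated data gave 27.5% on average and at most 36.9%. Between the 2 sets of libraries 63 miRNAs had an adjusted p under 0.05 in edgeR, 43 of them higher with more miR-1. Of 100 divisions of the 10 libraries into 5 and 5, the real one included, 1 gave as many, and the next gave 2; among the 16 divisions with 1 library per group, all of which were looked at, the next also gave 2. The division was itself found in these data. More muscle in those libraries is argued against by miR-133a-3p, miR-133a-5p and miR-133b-3p, made with miR-1 and miR-206, which differed by at most 0.58 on the log2 scale against 3.04 for miR-1-3p. The rare miR-133b-5p, at most 6.03 cpm, was higher by 1.67 (standard error 0.74). Library size is argued against by overlapping sizes (exact two-sided permutation p = 0.206), with the library with more miR-1 the larger in 2 of the groups. A difference between library batches may act on each RNA by its sequence. Between the arms of 101 hairpins r was 0.176 (one-sided permutation p = 0.0399), against 0.341 to 0.623 in the 6 comparisons of groups, and 52.5% of the arms had the same sign. The arms were thus not quite unrelated, and a batch cannot be told apart from another factor by this test. No batch is named in the labels, and no biological explanation was tested. With the split as a term the common dispersion fell from 0.290 to 0.155.

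Whether the numbers of differential miRNAs exceed chance was asked of each comparison. Of the 3 splits of the 4 libraries, at least 1 other than the real one gave as many in each of the 6 comparisons, and 3 splits are too few to decide. Of the others 1 is the library split itself, which gave 37, 25, 16, 27, 39 and 44 in MS_E, MS_A, PLA_E and PLA_A against CIA_B, MS_E against PLA_E and MS_A against PLA_A. The remaining one gave 13, 2, 7, 5, 18 and 9, and reached the real count in PLA_E and between the arms. With the split as a term the real counts were 41, 12, 9, 49, 22 and 14. Without CIA_B replicate 1 the count in PLA_A was 9, and without PLA_A replicate 1 it was 13, and between MS_E and PLA_E it was 7 without MS_E replicate 1, 8 without PLA_E replicate 1 and 35 without MS_E replicate 2; the simulated data were not fitted without 1 library. Of 100 simulated data sets without any change and without the split, 6 gave as many as the real 23 in MS_E, 1 as many as the real 26 in PLA_A, 76 as many as the 14 between MS_E and PLA_E, and 100 in each of the other 3 comparisons. Of 100 that hold the split but no difference between groups, 0 gave as many in MS_E, PLA_A and between MS_E and PLA_E (at most 11, 11 and 10), 68 in MS_A, 93 in PLA_E and 22 between MS_A and PLA_A. With the split as a term as well, 0 gave as many as the 41 in MS_E and the 49 in PLA_A, 82 in MS_A, 96 in PLA_E, 6 between MS_E and PLA_E and 76 between MS_A and PLA_A. Noise that is independent between miRNAs is thus argued against for the counts of MS_E and PLA_A against CIA_B, and between MS_E and PLA_E only without the term. Real miRNAs vary together, and 1 library unlike the others, as MS_E replicate 1 or PLA_A replicate 1, could give such counts without any effect of therapy, so the source of the excess stays open.

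The 6 marker lists were tested in 6 comparisons. With fry, 2 of the 36 tests had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 (smallest 0.506), the epithelial list higher (median log2 fold change 4.43, or 3.01 with miRNAs near 0 counts in CIA_B at their lower bound, 6 of 6 members higher) and the slow-twitch list lower (median -3.17, 2 of 2 lower) in MS_E against CIA_B. camera with its preset correlation gave 21 of 36 with an adjusted p under 0.05, and 0 with an estimated correlation. In PLA_A against CIA_B the leukocyte list had a median of 2.88 (5 of 5 higher), the Dlk1-Dio3 cluster -1.05, or -1.04 with miRNAs near 0 counts at their bound (6 of 44 higher), and the erythroid list 1.604 (3 of 3 higher), each with an adjusted p of 0.506 in fry, and the skeletal muscle list 0.07 (2 of 4 higher, adjusted p = 0.877 in fry). These tallies of members were not specific to MS_E or PLA_A. In every comparison against CIA_B all tested members of the epithelial, leukocyte and erythroid lists were higher, and all tested slow-twitch members were lower. The epithelial, slow-twitch and leukocyte lists share 5, 2 and 4 names with the list the study drew from these libraries, and are not independent of it.

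More epidermis in the tissue of MS_E may account for part of the rise of the miR-200 family. As this needs, miR-203a-3p and miR-205, outside the study's list, were each at least 2-fold higher than in CIA_B (log2 fold changes of 1.24 and 1.34), though neither had an unadjusted p under 0.05 in edgeR (0.0589 and 0.0587), and without CIA_B replicate 1 they were at 0.65 and 0.93. The ratio in MS_E replicate 1 was 2.16, against at most 0.427 in the other 9 libraries, and 1 library decides nothing. Fewer slow-twitch fibres with as much muscle may lie behind the fall of miR-499 and miR-208b, since miR-1-3p and miR-133a-3p moved by at most 0.37 on the log2 scale in the 4 comparisons against CIA_B. In PLA_A, however, miR-499-5p was at -0.16. The standard error of miR-1-3p, 1.53, is wide because of the library split, and that of miR-133a-3p is 0.51. An effect of the needle on muscle stays open and was not tested.

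Fold changes against CIA_B that do not involve MS_E correlated above all 100 simulated data sets, with r of 0.750 between MS_A and PLA_E, 0.703 between MS_A and PLA_A and 0.711 between PLA_E and PLA_A. Those of MS_E did not, with r of 0.527 with MS_A, 0.563 with PLA_E and 0.427 with PLA_A. As high an r arose in 58, 37 and 97 of the 100 simulated data sets. Across the 6 pairs, mean r was 0.613, against 0.535 on average and at most 0.663 in the simulated data, while the pairs shared 0 to 2 differential miRNAs against 3.95 to 4.40 in the simulated data. The simulated data for this do not hold the library split. miRNAs are not independent replicates, and no explanation was tested.

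Of the 5 leukocyte miRNAs tested, miR-142-3p, miR-142-5p, miR-150-5p and, with 1830 and 1021 cpm, miR-146a-5p were higher in PLA_A replicate 1 than in replicate 2, whereas miR-223-3p was at 43.3 and 45.9 cpm. More blood left in the tissue would raise the erythroid list with them, but its fry p after adjustment, 0.506 in PLA_A against CIA_B, leaves this open. In replicate 1 miR-142-3p was 20.6 times its level in replicate 2, while no erythroid miRNA was higher there, the largest ratio being 0.834. Lymphoid tissue in that library is a candidate source, but its test decides nothing. Of the 5 arms on a lymphocyte list written later 4 were highest there among the 10 libraries, miR-342-3p at 275 cpm against at most 76.3 cpm elsewhere, and all 4 had been seen to differ between MS_A and PLA_A before the list was written. The other arm had 0 counts. PLA_A replicate 1 is also a library with more miR-1, and miR-150-5p and miR-142-3p followed the library split. On the log2 scale they were 1.93 and 2.03 higher with more miR-1 (adjusted p = 0.0132 and 0.0496 in edgeR). For miR-142-5p and miR-146a-5p the difference was 0.50 and -0.33 (adjusted p = 0.568 and 0.465 in edgeR). The split may thus hold part of the difference for miR-150-5p and miR-142-3p. With 1 library, blood, lymphoid tissue and inflammation in 1 animal by day 34 cannot be told apart.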
